# Dissecting myogenin-mediated retinoid X receptor signaling in myogenic differentiation

**DOI:** 10.1038/s42003-020-1043-9

**Published:** 2020-06-18

**Authors:** Saadia Khilji, Munerah Hamed, Jihong Chen, Qiao Li

**Keywords:** Regulatory networks, Differentiation, Transcriptional regulatory elements

## Abstract

Deciphering the molecular mechanisms underpinning myoblast differentiation is a critical step in developing the best strategy to promote muscle regeneration in patients suffering from muscle-related diseases. We have previously established that a rexinoid x receptor (RXR)-selective agonist, bexarotene, enhances the differentiation and fusion of myoblasts through a direct regulation of MyoD expression, coupled with an augmentation of myogenin protein. Here, we found that RXR signaling associates with the distribution of myogenin at poised enhancers and a distinct E-box motif. We also found an association of myogenin with rexinoid-responsive gene expression and identified an epigenetic signature related to histone acetyltransferase p300. Moreover, RXR signaling augments residue-specific histone acetylation at enhancers co-occupied by p300 and myogenin. Thus, genomic distribution of transcriptional regulators is an important designate for identifying novel targets as well as developing therapeutics that modulate epigenetic landscape in a selective manner to promote muscle regeneration.

## Abstract (web summary)

Khilji et al analyse how myogenin distribution changes in differentiating C2C12 myoblasts using ChIP-sequencing. They find that rexinoid x receptor signalling promotes myogenin localisation to poised enhancers and the association of myogenin with p300-mediated histone acetylation, providing insights into epigenetic mechanism of myogenic differentiation.

## Introduction

Recent large-scale functional genomic studies have elucidated the impact of epigenetic control on stem cell fate decision. Histone acetylation is one form of epigenetic regulation that affects DNA accessibility for lineage-specific transcription factors to direct the differentiation of stem cells into distinct lineages, including skeletal myoblasts^1^.

The formation of skeletal muscle requires temporal-spatial expression of myogenic regulatory factors (MRFs) that overlap in their ability to convert stem cells into the myoblast lineage^2^. Amongst the MRFs, Myf5 and MyoD are considered as determination factors since they regulate the proliferation and early differentiation of myoblasts, while myogenin functions downstream of MyoD to activate muscle gene expression and is critical for the differentiation and fusion of myoblasts into multinucleated myotubes^2,3^. While Myf5 and MyoD collaborate with partial redundancy in the development of open chromatin formation at muscle-specific loci, myogenin has a unique role in transcription from genes that have been primed^4^. At the structural level, MRFs are a family of basic helix-loop-helix (bHLH) transcription factors that bind to a conserved core hexanucleotide motif (CANNTG) known as E-box^5^. MRF binding is modulated by E-box accessibility, central dinucleotide pair and flanking sequences, which may vary between biological systems and conditions^6–8^. As such, the myogenic program is genetically governed by E-box components, whereas E-box accessibility is controlled epigenetically^6,9^.

Genome-wide profiling of histone marks has allowed segmentation of the myoblast genome into distinct chromatin states characterized by a combination of histone modification patterns present in those regions^10^. During myoblast differentiation, an overall decrease in acetylation of H3K9, H3K18, and H3K27^11,12^ is accompanied by an increase in H4 acetylation, specifically at MyoD targets^8,12^. Overexpression of myogenin in differentiating C2C12 myoblasts correlates to hyperacetylation of H4, which is associated specifically to late muscle genes^13^. The global decrease in histone acetylation during myoblast differentiation likely reflects a downregulation of proliferation genes, whereas histone acetylation increases at loci important for differentiation. For example, the regulatory regions of *Myod* and *Myf5* are associated with an increase in H3K18 and H3K27 acetylation, connected specifically to the histone acetyl-transferase (HAT) activity of p300^14,15^.

Initially identified as an E1A-associated protein^16^, p300 is a critical transcriptional co-activator of a myriad of transcription factors involved in many cellular processes including proliferation and differentiation^17^. It instigates chromatin remodeling as a HAT, but acts also as a molecular scaffold, bridging different DNA-binding proteins and activators with the basal transcriptional machinery^18–20^. Particularly, H3K18 and H3K27 are the acetylation targets of p300 prior to RNA polymerase II recruitment^21^. While p300 can be found at the promoter regions^22^, its occupancy is regarded as the best chromatin signature of enhancers^23,24^ which can be further categorized as poised, marked by H3K4me1/2, or active, signified by H3K27ac in addition to H3K4me1/2^25,26^. In contrast, H3K27me3 is tightly associated with inactive genes and has a predictive nature of gene silencing^27^. We have recently utilized different histone marks within the proliferating myoblasts to generate a 14-state chromatin state model to characterize loci-specific histone acetylation at p3000-associated enhancers in early myoblast differentiation, particularly when it is recruited by MyoD^12^. Our data presents a model of histone acetylation increases at distinct genomic loci despite a global decrease in histone acetylation as myoblasts differentiate^12^.

Nuclear receptor superfamily of transcription factors regulate gene expression in response to steroids, lipids, and other small molecule ligands^28^. As a member of this family, retinoid X receptor (RXR) binds to DNA either as a homodimer or heterodimer with other family members, making it a partaker of a large array of signaling pathways and a significant modulator of drug targets. We have previously reported that a RXR-selective agonist, bexarotene, enhances the differentiation and fusion of myoblasts through the function of RXR as a transcription factor^29^. In addition, this enhancement is mediated largely through a direct regulation of MyoD gene expression and coupled with an augmentation of myogenin protein^10^. While MyoD is required for early myogenic differentiation, the activation of a subset of late muscle-specific genes occurs most efficiently in the presence of myogenin that amplifies the expression of genes previously primed by MyoD^30^.

Nonetheless, the molecular pathways of transcription partners, co-activators and chromatin state dynamics underlying myogenin-mediated myoblast differentiation in response to RXR signaling remain an important but poorly understood issue. Here, we delineate how RXR-selective signaling affects genome-wide myogenin binding characteristics and dissect the molecular pathways through which RXR-selective signaling promotes myoblast differentiation.

## Results

### Genome-wide localization of myogenin in RXR signaling

We have previously reported that a RXR-selective agonist, bexarotene, enhances the differentiation and fusion of skeletal myoblasts into mature myotubes, while augmenting the protein level of myogenin, a terminal differentiation factor^10,29^. To study the molecular pathways underlying myogenin-mediated myoblast differentiation in the context of RXR signaling, we examined genome-wide myogenin localization using chromatin immunoprecipitation coupled with deep-sequencing (ChIP-seq), in the well-established myoblast model^11,31,32^. 

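C2C12 cells, a mouse myoblast line that fuses into myotubes in low serum, were differentiated for 24 h without (Ctl) or with (Bex) 50 nM bexarotene, and myogenin ChIP-seq was performed on 1 library per condition. The authors aligned the reads to mm9 with BWA-MEM, removed duplicates with Picard and called peaks with HOMER findPeaks (factor style, region option). The deposited lists give the position of each called peak and no tag counts, scores or input values, so they show where a peak was called and not how strong it was. The control list holds 5912 intervals with a median length of 172 bp, and the bexarotene list holds 6642 intervals with a median length of 189 bp. The smallest interval was 172 bp in control and 168 bp in bexarotene, and 54.8% and 50.0% of the intervals had exactly that length. Peaks that overlapped by at least 1 bp were called shared, which follows the mergePeaks setting in the methods. Distances to transcription start sites (TSS) were taken from the peak center to the nearest of 46006 TSS records of protein-coding transcripts in the GENCODE annotation of the same genome build, in place of the RefSeq catalog. An E-box was counted where CASCTG (S is C or G) occurred on either strand within 50 bp of the peak center. With 1 library per condition there is no replicate error, and peaks of one library are not replicates, so shares are given with 95% Wilson intervals that cover counting error only and no p-values are given.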

As shown in Supplementary Fig. 1a, b, the expression of myogenin was induced upon 24 h of differentiation, which was significantly augmented furthermore by over threefold following the addition of bexarotene. The myoblasts were subsequently subjected to myogenin ChIP-seq experimentation.

The quality metrics of myogenin ChIP-seq data fell within the high confidence range for base quality, as represented by the average base quality score for myoblasts differentiated with or without bexarotene (score of 30–40, Supplementary Fig. 1c). Fingerprint analysis with the deepTools suite showed an enriched but localized ChIP-seq read signal, 10% of the myoblast genome was enriched with 70% of uniquely aligned reads (Supplementary Fig. 1d). Additionally, 98% of reads were successfully aligned to the mm9 genome with an IP efficiency of 2.9% and 3.1% for myoblasts differentiated with or without bexarotene, respectively, as projected by Hypergeometric Optimization of Motif EnRichment (HOMER) program analysis. 

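Merging overlapping intervals of the myogenin lists gave 9553 separate regions. Of the control intervals 2992 overlapped a bexarotene interval, and of the bexarotene intervals 2997 overlapped a control interval, which made 2988 shared regions. Each list had 1 peak on the mitochondrial genome. The control intervals covered 1363 kb and the bexarotene intervals 1524 kb.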

Following peak calling of the sequencing data, about 9500 confident myogenin peaks were obtained across both conditions (Fig. 1a), where the center of peaks displayed higher phylogenetic conservation (PhastCons) scores than the surrounding regions, signifying well-aligned and ChIP-ed binding sites (Supplementary Fig. 1e). In addition, Integrated Genome Viewer (IGV)^33^ of myogenin read signals displayed a distinct enrichment at myogenic loci (Fig. 1b), including regions flanking ADORA1 loci implicated previously in skeletal muscle injury and repair^34–36^.

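Around Adora1, which lies on chromosome 1 from 136095800 to 136132008 on the minus strand in mm9, every myogenin peak within 50 kb but 1 was called in both conditions. The longest was an interval upstream of the gene, which ran from 136141616 to 136142219 (604 bp) in control and from 136141621 to 136142324 (704 bp) in bexarotene, and the bexarotene interval held 8 CASCTG sites. In intron 3 of the neighboring Mybph an interval ran from 136092654 to 136092945 in control and from 136092572 to 136093029 in bexarotene. The peak called only in bexarotene lay from 136089899 to 136090066 and covered the annotated start of Mybph at 136090025. The remaining intervals called in both conditions lay, in the control list, at 136057035 to 136057249 and 136058100 to 136058271, upstream of the start of Mybph, and at 136179929 to 136180155, upstream of the start of Myog.

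**Figure D1:**
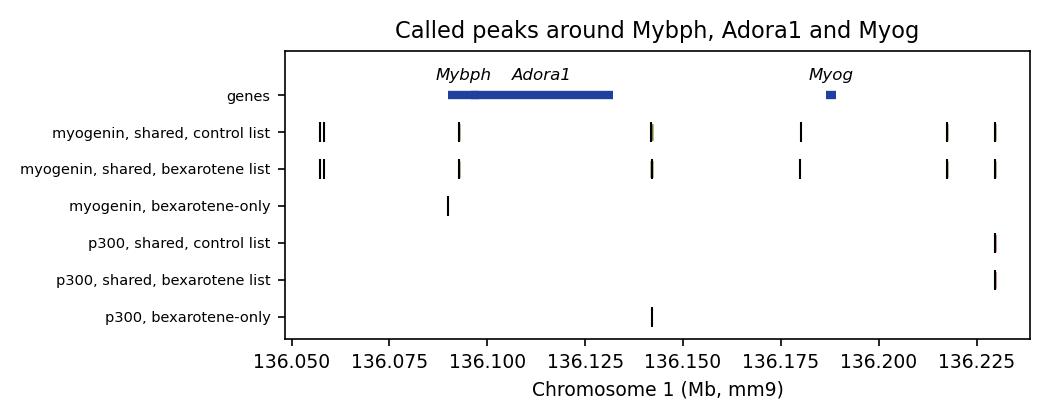
Called peaks within 50 kb of Mybph, Adora1 and Myog along chromosome 1 (horizontal axis, Mb, mm9). Each row is a list or class, vertical ticks mark peak centers, and blue bars are the annotated genes. The bexarotene-only row of myogenin holds 1 peak, at the start of Mybph.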

**Fig. 1:**
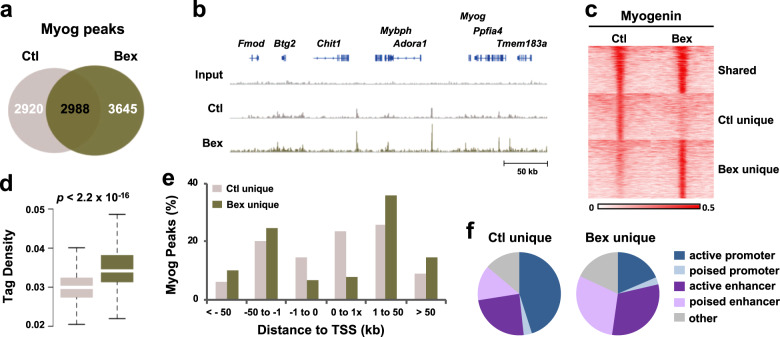
Characterization of myogenin localization in response to RXR signaling. **a** Venn diagram depicts the overlap of myogenin ChIP-seq peaks between C2C12 myoblasts differentiated in the absence or presence of bexarotene (Ctl or Bex) for 24 h. **b** Myogenin ChIP-seq read signals surrounding the *Adora1* locus. **c** Myogenin signal intensity was centered around myogenin peaks (±1 kb), categorized into sites that were unique to control or bexarotene, and those shared between the two conditions. **d** Quantification of peak tag density (total number of tags in the peak region/ length of the peak) for the myogenin peaks (Wilcoxon rank sum test). **e** Distribution of peak distance to the nearest TSS. **f** Myogenin peaks were associated with distinct chromatin states.

### RXR signaling directs myogenin to poised enhancers

When categorizing the events of myogenin binding, we found approximately 55% of the peaks from myoblasts differentiated with bexarotene to be unique to bexarotene (Fig. 1a), although the length of peaks was similar between bexarotene and control conditions (Supplementary Fig. 1f). 

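Of the bexarotene regions 3645 had no overlapping control peak, which is 55.0% (95% Wilson interval 53.8 to 56.1) of the bexarotene-only and shared regions together. The corresponding share for control was 49.4% (48.2 to 50.7). Requiring a reciprocal overlap of 50% of each interval moved the bexarotene-only share most, to 60.0%. The median length was 172 bp for peaks unique to control and 168 bp for peaks unique to bexarotene, in each case the smallest interval of the list. At that smallest length were 75.6% of the peaks unique to control and 69.7% of those unique to bexarotene, against 34.4% of the shared peaks in the control list and 26.1% in the bexarotene list. Shared peaks had median lengths of 226 and 254 bp in the respective lists.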

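Relative to peaks unique to control, peaks unique to bexarotene were 1.25 times as many, a difference of 725 peaks between single libraries. By chromosome the bexarotene-only share of the bexarotene peaks ranged from 49.0% on chromosome 9 to 60.5% on chromosome 11, and the largest distance from the genome-wide share was 5.85 percentage points.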

There was a distinct increase in the number of myogenin peaks unique to bexarotene (3645) in comparison with unique to control (2920). In addition to the increase in the number of peaks, there was an increase in peak signal intensity in response to RXR signaling, as demonstrated by the heatmaps (Fig. 1c). Quantification of tag density from each category showed that myogenin peaks unique to bexarotene consist of a significantly greater number of tags per peak compared with peaks unique to control (Fig. 1d).

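The peak lists carry no tag counts, so the tag density was taken from the paper's source data (Supplementary Data 1), whose first 1997 rows of each class were read. All 1997 intervals of each class match the classes derived from the deposited lists, and they are 68.4% of the peaks unique to control and 54.8% of those unique to bexarotene. From the paper's values the median tag density was 0.0304 normalized tags per bp (quartiles 0.0273 and 0.0324) for peaks unique to control and 0.0342 (0.0307 and 0.0382) for peaks unique to bexarotene. The low normalized counts (1894 in control and 1773 in bexarotene) all fall on whole multiples of 0.294 in control and 0.338 in bexarotene, which is what a single tag is worth. In whole tags the medians were 10.3 per 100 bp in control-only peaks and 10.1 per 100 bp in bexarotene-only peaks, and the lowest counts were 12 and 11 tags. The ratio of the medians, bexarotene over control, was 1.12 in normalized tags and 0.978 in whole tags (95% bootstrap interval 0.967 to 1.004).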

Given that myogenin is mainly associated with promoter regions^10,32^, we analyzed if RXR signaling affects the distance of myogenin peaks to the nearest transcription start site (TSS). 

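The peak center lay within 1 kb of an annotated TSS for 1161 of 2920 myogenin peaks unique to control, 39.8% (95% Wilson interval 38.0 to 41.6), and for 563 of 3645 peaks unique to bexarotene, 15.4% (14.3 to 16.7). The shared peaks, in the bexarotene list, had 8.91% (7.94 to 9.98) within 1 kb. The difference between the unique classes was 24.3 percentage points. Of the alternatives, keeping only peaks longer than the smallest interval moved this difference most, with 44.1% and 10.9% within 1 kb. Of the peaks unique to control 15.9% lay up to 1 kb upstream of the TSS and 23.8% up to 1 kb downstream.

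**Figure D2:**
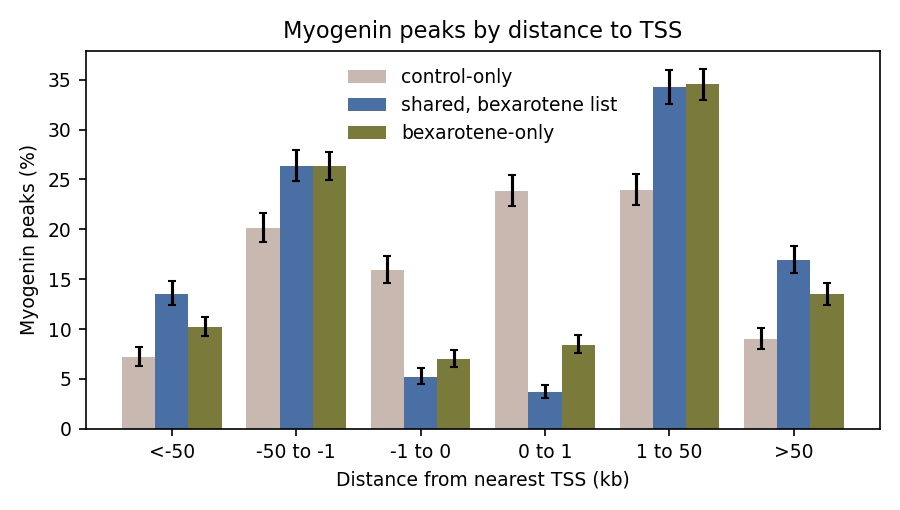
Percent of myogenin peaks (vertical axis) in each range of distance from the nearest TSS in kb (horizontal axis; negative is upstream), for peaks unique to control, shared and unique to bexarotene. Bars carry 95% Wilson intervals of counting error, and within 1 kb on either side the control-only bars stand highest.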

Comparing to 40% of myogenin loci unique to control, only 15% of loci unique to bexarotene were found to be within 1 kb of a promoter (Fig. 1e). 

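Beyond 1 kb of a TSS lay 84.6% (83.3 to 85.7) of the myogenin peaks unique to bexarotene and 60.2% (58.5 to 62.0) of those unique to control. Within 1 to 50 kb downstream of a TSS were 34.5% of the bexarotene-only peaks, and more than 50 kb away on either side were 10.2% upstream and 13.5% downstream.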

As result, the majority of loci unique to bexarotene were located distal to the promoters (>1 kb), suggesting that RXR signaling yields a preference for myogenin to bind regions likely to be enhancers (Fig. 1e). We also utilized an established chromatin state model based on genome-wide co-occurrence of different epigenetic marks in proliferating myoblasts^10^, to classify the chromatin state distribution of myogenin loci in differentiation. As previously reported^10,32^, myogenin loci unique to control were largely associated to active promoters (45%, Fig. 1f), in line with the close TSS proximity of a large proportion of myogenin peaks (Fig. 1e). However, in response to RXR signaling, the proportion of myogenin loci falling within enhancer regions increased from 38 to 60%, and especially to poised enhancers where myogenin association doubled from 13 to 30% (Fig. 1f). In contrast, the association of myogenin to active promoters diminished from 45 to 19% (Fig. 1f). Thus, a genome-wide shift in myogenin association from promoter to enhancer regions may be a functional signature of RXR signaling in myogenic differentiation.

### RXR signaling promotes myogenin binding preference

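Motif content was measured by counting a fixed consensus in place of de novo motif discovery. Sequences of 100 bp around each peak center, and 200 bp for secondary motifs, were taken from the mm9 genome, and windows 2 kb to either side that overlap no myogenin peak served as the local background. Of these flanking windows 4.61% around peaks unique to control and 5.06% around peaks unique to bexarotene held a CAGCTG.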

To determine if RXR signaling affects myogenin binding site preferences, we performed de novo motif analysis on myogenin loci unique to bexarotene or control, covering sequences ±50 bps to the center of peaks. The most enriched and significant primary motif across both categories was a canonical CANNTG E-box (Fig. 2a). 

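CAGCTG was the core most frequent relative to flanking windows in both classes. It occurred within 50 bp of the center of 18.6% (95% Wilson interval 17.2 to 20.0) of the peaks unique to control, 4.03 times its share in the flanking windows, and of 40.8% (39.2 to 42.4) of those unique to bexarotene, 8.07 times. CACCTG or CAGGTG occurred in 11.6% and 17.1%, which is 1.44 and 2.35 times the flanking share. Any other CANNTG occurred in 31.5% of control-only peaks, 0.975 times the flanking share, and in 43.1% of bexarotene-only peaks, 1.34 times.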

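A CASCTG E-box lay within 50 bp of the center of 1896 of 3645 peaks unique to bexarotene, 52.0% (50.4 to 53.6), and of 813 of 2920 peaks unique to control, 27.8% (26.2 to 29.5). The difference was 24.2 percentage points. It moved most, to 34.6 points, among peaks longer than the smallest interval. Shared peaks of the bexarotene list held an E-box in 70.4% (68.7 to 72.0). Among peaks over 1 kb from a TSS the share was 56.9% for peaks unique to bexarotene and 34.7% for peaks unique to control.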

Although E-box was the most significant motif identified across both categories, ~63% of myogenin loci unique to bexarotene harbored an E-box compared with only 21% of loci unique to control (Fig. 2a). Additionally, quantification of motif enrichment revealed that the E-box was enriched more than fourfold at myogenin loci unique to bexarotene, compared with loci unique to control, while little changing in the enrichment of other identified motifs (Supplementary Fig. 2).

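In the 40 bp on each side of the center, CASCTG sites numbered 0.741 per 100 bp in peaks unique to bexarotene and 0.363 per 100 bp in peaks unique to control, a ratio of 2.04. Between 240 and 400 bp from the center the density was 0.136 per 100 bp in both classes. The ratio of center to outer density was 5.45 for bexarotene-only and 2.67 for control-only peaks, and 7.46 for shared peaks of the bexarotene list. Of the other consensus sequences, TGASTCA (bZIP) occurred within 100 bp of 12.3% of bexarotene-only and 7.77% of control-only peaks, TGTGGT (Runx) of 27.2% and 18.4%, and GGAATG (Tead) of 17.9% and 13.2%. GGGCGG (Sp1) occurred in 7.35% of bexarotene-only and 15.2% of control-only peaks, and TGACG (Atf) in 8.45% and 9.18%. Among peaks over 1 kb from a TSS the classes were closer, bexarotene-only first. The shares were 13.9% and 11.0% for bZIP, 29.6% and 24.7% for Runx, and 18.9% and 16.3% for Tead. For Sp1 they were 5.03% and 6.48%, and for Atf 7.56% and 7.39%. Part of the differences over all peaks therefore goes with distance to the TSS.

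**Figure D3:**
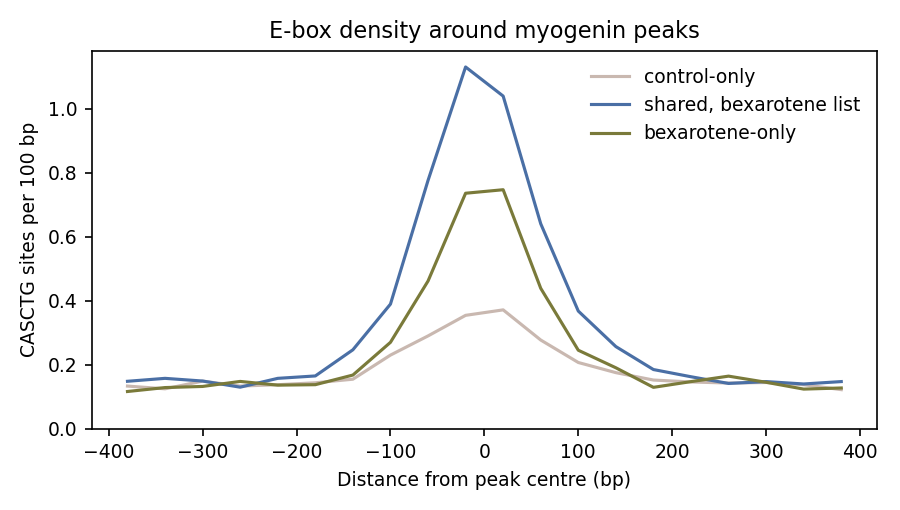
Number of CASCTG sites per 100 bp (vertical axis) by distance from the peak center in bp (horizontal axis), in bins of 40 bp, for myogenin peaks unique to control, shared and unique to bexarotene. All curves peak at the center, at the highest level for shared peaks.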

**Fig. 2:**
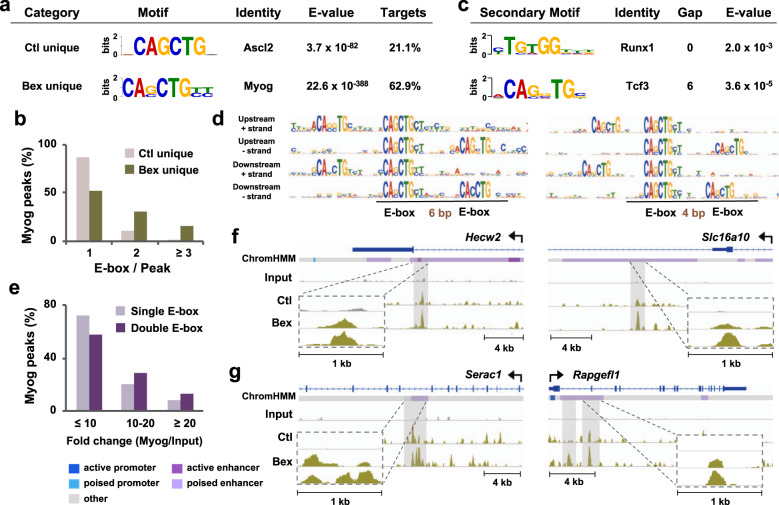
RXR signaling influences myogenin binding site specificity. **a** The most significant and centrally distributed consensus motif, its associated identity, E-value, and the percentage of myogenin loci associated to each motif as revealed by *de novo* motif analysis of myogenin peaks unique to control or bexarotene (Ctl or Bex) following 24 h of differentiation. **b** Bar graph displays the distribution of myogenin peaks associated to the indicated number of E-box motifs. **c** The predicted secondary motif, its associated identity, E-value, and base pair spacing between the primary and secondary motifs projected by MEME secondary motif analysis. **d** Presentation of the primary and secondary motifs for myogenin loci unique to bexarotene. **e** Myogenin enrichment over input for myogenin peaks unique to bexarotene, categorized as those associated to single E-box motifs or double E-box motifs. **f**, **g** Genome browser view of *Hecw2*, and *Slc16a10* with myogenin peaks associated to single E-box, and *Serac1* and *Rapgefl1* with myogenin peaks associated to double E-box. Dashed boxes show a zoomed in view of the regions boxed in gray. Blue bars show Refseq gene positions.

Interestingly, while myogenin loci from both categories harbored an E-box with a GC at its core, E-box unique to bexarotene displayed a lower degree of consensus at the central G nucleotide (Fig. 2a), reflecting possibly an increased adaptability of myogenin recognition in response to RXR signaling. Furthermore, distinct from unique to control, E-box unique to bexarotene contained two additional consensus flanking nucleotides (Fig. 2a), potentially increasing the stringency of myogenin recognition upon RXR signaling, since nucleotides outside the E-box determine binding specificity by influencing the three-dimensional structure of DNA binding sites^37^.

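Of the CASCTG sites within 50 bp of the center, CAGCTG made up 73.1% (95% Wilson interval 71.3 to 74.8) of 2497 sites in peaks unique to bexarotene and 62.4% (59.4 to 65.4) of 988 sites in peaks unique to control. In the flanking windows it made up 39.8% and 35.7%. Background sites weigh more in peaks unique to control, whose center-to-outer density of CASCTG was 2.67 against 5.45. Such sites pull the control-only share down more, so the difference cannot show a preference at the central base.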

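A pair of pyrimidines followed the CASCTG core, in either orientation of the site, at 78.4% (76.8 to 80.0) of 2421 sites unique to bexarotene and at 69.6% (66.6 to 72.4) of 956 sites unique to control that had both flanking bases inside the window. Sites in the flanking windows had them at 40.0% and 38.0%. The share at sites of shared peaks in the bexarotene list was 82.0% (80.5 to 83.3). Here too background sites weigh more in peaks unique to control and pull their share down more. The difference between the unique classes therefore cannot tell a preference for flanking bases from a higher density of E-boxes.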

To further understand the impact of RXR-selective signaling on myogenin binding site preferences in early differentiation, we analyzed publicly available myogenin ChIP-seq data from C2C12 myoblasts differentiated for 24, 60 h, and 7 days. De novo motif analysis revealed that an increasing proportion of myogenin loci (from 45 to 77%) harbor the E-box motif as differentiation proceeds from 24 h to 7 day, similar to myoblasts differentiated with bexarotene for 24 h (Fig. 2a, Supplementary Fig. 3a). We also analyzed myogenin ChIP-seq data from primary myoblasts isolated from gastrocnemius of C57BL/6 mice and differentiated for 24 h^38^. Interestingly, the central and flanking nucleotides of the E-box bound by myogenin in differentiating primary myoblasts were most similar to C2C12 myoblasts differentiated for 7 day or with bexarotene for 24 h (Fig. 2a, Supplementary Fig. 3a). In addition, it is only in primary myoblasts differentiated for 24 h or C2C12 myoblasts for 7 day, we discerned two additional consensus flanking nucleotides, mirrored by myoblasts differentiated with bexarotene for 24 h (Fig. 2a, Supplementary Fig. 3a).

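Of the peaks unique to bexarotene with at least 1 CASCTG within 50 bp of the center, 515 of 1896, or 27.2% (95% Wilson interval 25.2 to 29.2), held 2 or more. Over the whole interval this was 1029 of 2453 peaks, 41.9% (40.0 to 43.9).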

Next, we quantified the number of E-box motifs per myogenin peak, and found that 47% of myogenin loci in myoblasts differentiated with bexarotene for 24 h contained 2 or more E-boxes similar to 58% and 43% of myogenin loci in 7-day C2C12 and 24-h primary myoblast differentiation respectively (Fig. 2b, Supplementary Fig. 3b). In contrast, only 13% of myogenin loci unique to control contained 2 or more E-boxes per peak, comparable to the public data from myoblasts differentiated for 24 and 60 h (Fig. 2b, Supplementary Fig. 3b). 

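In peaks unique to control 155 of 813 with at least 1 E-box held 2 or more, 19.1% (16.5 to 21.9), against 30.0% when the whole interval was searched. The difference from bexarotene-only peaks was 8.10 percentage points within 50 bp of the center, and 15.8 points when any CANNTG was counted. Exactly 1 E-box was found in 80.9% of the control-only and 72.8% of the bexarotene-only peaks with an E-box, and 3 or more in 1.85% and 3.17%. From E-box identity and the number of E-boxes per peak, the paper concludes that RXR signaling modulates the binding preferences of myogenin.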

Quantification of motif density also revealed greater E-box density at myogenin peaks from 7-day C2C12 and 24-h primary myoblast differentiation than myoblasts differentiated for 24 and 60 h (Supplementary Fig. 3c). Thus, RXR signaling modulates myogenin binding preferences in terms of E-box identity and density, reflecting a dynamic environment representative of an ex vivo context and mature myotubes.

As gene expression is often controlled by regulatory circuits consisting of multiple transcription factors, we explored regions proximal to the primary E-box for neighboring transcription factor motifs using MEME secondary motif analysis. 

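The Runx core TGTGGT occurred within 50 bp of the center of 13.5% (95% Wilson interval 11.4 to 16.1) of the 813 peaks unique to control that held an E-box, and of 9.16% (8.00 to 10.5) of the 2107 without one. Among peaks unique to bexarotene it occurred in 16.6% of those with an E-box and 17.3% of those without.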

Runx1 motif was the most significant motif associated with E-box unique to control (Fig. 2c), consistent with previous observation that Runx1 cooperates with MRFs and the AP-1 family of transcription factors to regulate myoblast proliferation and differentiation^38^. However, among myogenin loci unique to bexarotene, we identified a double-E-box, two canonical E-boxes, separated by 4 or 6 bp (Fig. 2c, d). 

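Gaps were counted between the 6-base CASCTG cores, while the motifs of Fig. 2c and d extend past the core. Counted from the end of the CASCTGYY given in the paper, gaps of 4 and 6 bp would be core gaps of 6 and 8 bp. Pairs of CASCTG sites separated by 4 bp occurred within 100 bp of the center of 9 of 3645 peaks unique to bexarotene, pairs separated by 6 bp in 24 and pairs separated by 8 bp in 23. Across gaps of 0 to 20 bp the mean was 18.7 peaks per gap, and the gap of 7 bp had 31. In peaks unique to control 3 had a gap of 4 bp, 11 a gap of 6 bp and 9 a gap of 8 bp, with a mean of 6.5 per gap. In shared peaks of the bexarotene list the counts were 15, 48 and 39, with a mean of 30.2. In 7113 flanking windows of bexarotene-only peaks 2 held a pair at 4 bp, 2 at 6 bp and 2 at 8 bp.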

Previous characterization of double E-box has modeled a spacing of 5 bp as optimal for a full turn of the DNA double helix, such that the nucleotides in each E-box face the same spatial direction of DNA^39^. Taken together, our results suggest that RXR signaling not only modulates the preference of myogenin for E-box component, but may also promote its cooperation with flanking E-box binding protein for complex formation.

Next, we discerned in detail the population of myogenin loci unique to bexarotene containing a single E-box or double E-box. While about 28% of single E-box associated loci displayed a fold change greater than 10 in the enrichment of myogenin over input, ~42% of double E-box peaks fell into this category (Fig. 2e). Moreover, myogenin loci associated with single E-box generally appeared as sharper and narrower peaks compared with a broader compilation of read signals at loci containing the double E-box, shown by IGV snapshots of representative myogenin ChIP-seq tracks (Fig. 2f, g). 

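By length, 36.1% (95% Wilson interval 33.6 to 38.7) of bexarotene-only peaks with 1 E-box within 50 bp and 38.4% (34.3 to 42.7) of those with 2 or more were longer than the smallest interval, and these confidence intervals overlap. Their mean lengths were 198.2 and 198.5 bp. At Hecw2, chromosome 1 from 53863726 to 54252012, a bexarotene-only peak of 168 bp in intron 28 lay from 53871018 to 53871185 and had 1 CASCTG over its whole interval, outside the central 100 bp. At Slc16a10, chromosome 10 from 39753341 to 39862062, bexarotene-only peaks in intron 3 lay from 39789159 to 39789368 with 2 E-boxes and from 39790590 to 39790757 with 1. At Serac1, chromosome 17 from 6042196 to 6079741, the bexarotene-only peak in intron 8 ran from 6063612 to 6063834 (223 bp) with 2 E-boxes. Its central 100 bp are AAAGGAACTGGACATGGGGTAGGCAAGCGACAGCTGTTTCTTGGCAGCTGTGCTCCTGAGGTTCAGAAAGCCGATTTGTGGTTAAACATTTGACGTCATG. At Rapgefl1, chromosome 11 from 98698099 to 98715011, the peak in intron 1 ran from 98701335 to 98701502 (168 bp) with 2 E-boxes in its central 100 bp and 3 over the whole interval. The central sequence is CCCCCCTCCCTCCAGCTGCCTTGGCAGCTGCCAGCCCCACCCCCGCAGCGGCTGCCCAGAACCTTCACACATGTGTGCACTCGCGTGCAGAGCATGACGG.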

Taken together, E-box components in central dinucleotide, flanking sequences and density, as well as flanking motif composition may all contribute to myogenin binding as a functional avenue of RXR signaling in myogenic differentiation.

### Epigenetic features associated to myogenin loci

As transcription factor occupancy is an important indicator of lineage-specific gene expression, we integrated genome-wide myogenin loci with differential RNA-seq of myoblasts in matching conditions^10^. To this end, genes upregulated between proliferation and differentiation were subdivided into groups affected by differentiation only or bexarotene additionally, and each group of genes was then examined for myogenin association in response to RXR signaling. Approximately 25% of genes upregulated in differentiation only were associated to myogenin, whereas about 70% of bexarotene-responsive genes displayed an association to myogenin (Fig. 3a). Furthermore, 57% of bexarotene-responsive genes were associated with two or more myogenin peaks compared with 45% of genes in differentiation only (Fig. 3b). Taken together, our results suggest that myogenin is intimately connected to rexinoid-responsive gene expression in early myoblast differentiation.

**Fig. 3:**
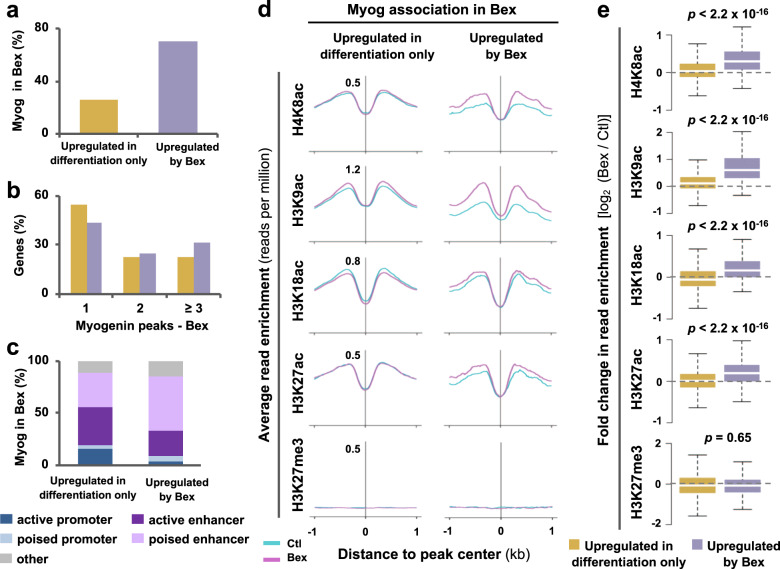
Myogenin is associated with bexarotene-responsive gene expression. **a** Myogenin loci from myoblasts differentiated with bexarotene (Bex) for 24 h were associated with genes upregulated in differentiation only or additionally by bexarotene. **b** Quantification of the number of peaks per gene. **c** Chromatin state distribution of myogenin loci. **d** Average read density for acetylation of H4K8, H3K9, H3K18, and H3K27 in addition to H3K27 trimethylation from myoblasts differentiated in the absence (Ctl) or presence of bexarotene. **e** Quantification of log2-fold difference in the histone acetylation and methylation read signal at myogenin loci categorized in (**d**) (Wilcoxon rank sum test).

Since RXR signaling modifies genomic localization of myogenin (Fig. 1g), we explored the chromatin state distribution of myogenin associated with genes upregulated in differentiation only or by bexarotene additionally. Approximately 53% of myogenin loci associated with bexarotene-responsive genes were found in poised enhancers, compared with about 33% of myogenin loci associated with genes upregulated in differentiation only (Fig. 3c). Since histone acetylation and methylation are important for gene expression, we also analyzed H4K8ac, H3K9ac, H3K18ac, and H3K27ac centered at myogenin loci associated with each group of genes. H3K27me3, associated with transcriptional repression^27^, was used as control (Supplementary Fig. 4). Interestingly, myogenin loci associated to rexinoid-responsive genes displayed an overall increase in histone acetylation following addition of bexarotene, in contrast to loci associated to genes upregulated in differentiation only where no change in histone acetylation was observed (Fig. 3d, e). Moreover, the largest increase in histone acetylation in response to bexarotene was H4K8ac and H3K9ac, whereas H3K27me3 signal was minimum (Fig. 3d, e). Therefore, myogenin-mediated RXR signaling may be reflected by residue-specific acetylation in bexarotene-responsive gene expression.

### Genomic distribution of p300 in response to RXR signaling

Since myogenin-mediated rexinoid-responsive gene expression is associated with a histone acetylation signature and p300 is a critical HAT required for skeletal muscle development^20,40,41^, we next examined in detail p300 and histone modification in early myoblast differentiation. Interestingly, the global levels of cellular p300 protein and histone modifications were relatively stable in differentiation and in the presence of bexarotene (Fig. 4a, b). We next conducted p300 ChIP-seq in matching conditions of myogenin ChIP-seq to dissect the role of p300 and residue-specific histone acetylation in response to RXR signaling. 

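The p300 ChIP-seq was performed in the same cells and conditions, with 1 library per condition. The authors aligned these reads to mm9 with Bowtie, allowing mismatches and keeping the single best alignment, before the same duplicate removal and peak calling. The lists, which give positions only, hold 22051 intervals for control (median length 230 bp) and 9154 for bexarotene (median 197 bp), so the bexarotene list has 0.415 times as many. The smallest interval was 159 bp in control and 158 bp in bexarotene, at which lay 34.3% and 48.9% of the intervals. Classes, TSS distances and the E-box window were defined as for myogenin, and other motifs were counted within 100 bp of the center. Peaks within 1 kb of a TSS are called promoter peaks and the rest distal peaks, in place of the chromatin state model, which was not used here.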

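The p300 lists gave 14849 peaks unique to control, 7198 shared regions and 1856 peaks unique to bexarotene. The bexarotene-only share was 20.5% (95% Wilson interval 19.7 to 21.3) of the bexarotene regions, and the control-only share 67.4% (66.7 to 68.0) of the control regions. Requiring a reciprocal overlap of 50% moved the bexarotene-only share most, to 45.4% (4159 peaks). Of the peaks unique to bexarotene 80.5% were at the smallest interval, against 46.2% of those unique to control and 9.72% of the shared peaks in the control list and 40.8% in the bexarotene list.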

As shown in Fig. 4c, the proportion of p300 peaks unique to bexarotene was considerably less than the 14,849 peaks unique to control or the 7198 peaks shared regardless of treatment. 

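Among p300 peaks unique to control, 1844 of 14849 lay within 1 kb of an annotated TSS, which is 12.4% (95% Wilson interval 11.9 to 13.0), and 8.12% of the shared peaks in the control list did.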

When assessing the chromatin state distribution of p300, we found that p300 loci unique to control mainly associated to enhancers with only 20% to the promoter regions (Fig. 4c), similar to previous reports^24,25^. The addition of bexarotene, however, led to a distinct change in chromatin state distribution with nearly 40% of p300 loci unique to bexarotene found in the promoter regions (Fig. 4c).

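Within 1 kb of a TSS were 553 of 1856 p300 peaks unique to bexarotene, 29.8% (27.8 to 31.9), a difference of 17.4 percentage points from control-only peaks. Among peaks longer than the smallest interval, the alternative that moved it most, the difference was 25.6 points. Of the shared p300 peaks in the bexarotene list 7.93% were within 1 kb. The median GC content of the 200 bp around the center was 66.5% in bexarotene-only promoter peaks and 64.0% in control-only promoter peaks.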

**Fig. 4:**
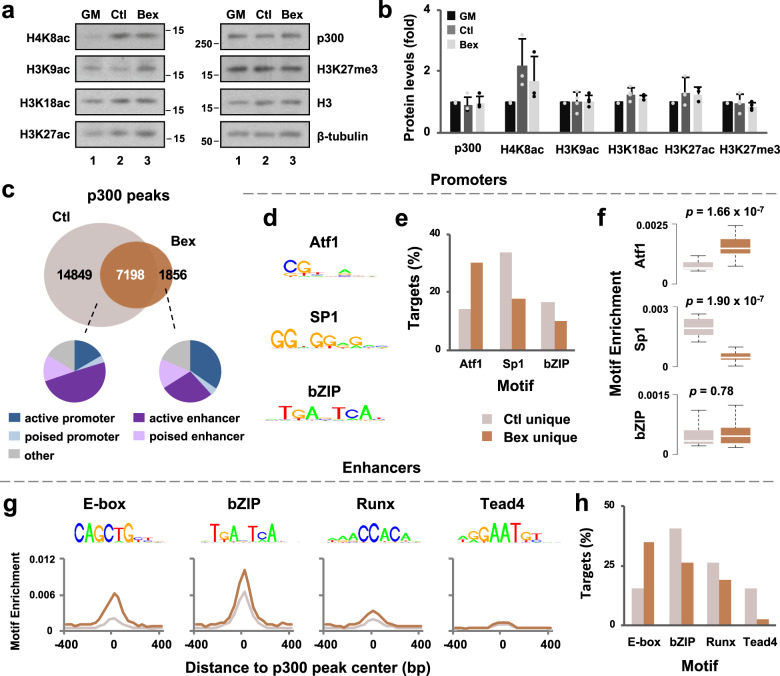
Genomic distribution of p300 in RXR signaling. **a** Western analysis of p300, and indicated histone marks with β-tubulin as a loading control in proliferating C2C12 myoblasts (GM) and myoblasts differentiated in the absence or presence of bexarotene (Ctl or Bex) for 24 h. **b** Quantification of the Western blots is presented as fold change in relation to proliferating myoblasts (error bars: SD; *n* = 3). **c** Venn diagram depicts unique and shared p300 loci between myoblasts differentiated without or with bexarotene. Chromatin state distribution of p300 loci unique to each condition is also shown. **d** De novo motif analysis of p300 loci in the promoter regions. **e** The percentage of p300 loci harboring motifs displayed in (**d**). **f** Boxplots represent the enrichment of each motif shown in (**d**) (Wilcoxon rank sum test). **g** De novo motif analysis of p300 loci in the enhancer regions with the corresponding motif enrichment. **h** The percentage of p300 loci harboring the motifs from (**g**).

As p300 displayed a preference for promoter association in response to RXR signaling (Fig. 4c), we examined motif composition underlying p300 loci for which active and poised promoters as well as active and poised enhancers were simply grouped into promoters and enhancers. De novo motif analysis of p300 associated promoters revealed the presence of binding motifs for Atf1, Sp1, and bZIP transcription factors (Fig. 4d–f). 

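In promoter peaks unique to control, the Sp1 consensus GGGCGG was 12.1 times as frequent within 100 bp of the center as in flanking windows 2 kb away, the Atf core TGACG 3.16 times and the bZIP consensus TGASTCA 2.22 times. Relative to the same sequences shuffled with their dinucleotides kept, the ratios were 1.35 for GGGCGG, 1.00 for TGACG and 3.59 for TGASTCA. The bZIP consensus was present in 7.59% (95% Wilson interval 6.47 to 8.89) of the control-only and 4.70% (3.23 to 6.80) of the bexarotene-only promoter peaks.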

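GGGCGG was present in 56.1% (95% Wilson interval 51.9 to 60.1) of the 553 bexarotene-only promoter peaks and in 46.7% (44.5 to 49.0) of the 1844 control-only promoter peaks, a difference of 9.31 percentage points. Relative to shuffled sequences it was 1.37 times as frequent in the bexarotene-only promoter peaks.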

Binding motif for Sp1, a ubiquitously expressed transcription factor involved in the formation of pre-initiation complex (PIC) in communication with coactivators including p300^24,42,43^, was particularly enriched in unique to control (Fig. 4e, f). However, bexarotene promoted an increase in the Atf1 motif (Fig. 4e, f), suggesting RXR signaling may promote the distribution of p300 to promoters as well as affect the identity of the recruiting factor.

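TGACG was present in 27.7% (95% Wilson interval 24.1 to 31.5) of bexarotene-only promoter peaks, 1.29 times the share in their shuffled sequences, against 18.8% (17.0 to 20.6) of control-only promoter peaks. From the increase in this motif the paper proposes that RXR signaling may favor p300 at promoters and may affect which factor recruits it.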

In contrast to enrollment of p300 at the promoters, p300 occupancy at the enhancers correlated not only with binding motifs for bZIP transcription factor, but also for E-box binding proteins, Tead4, and Runx (Fig. 4g, h). In addition, E-box enrichment increased over twofold in response to bexarotene, and it was the only motif to which p300 association increased in RXR signaling (Fig. 4g, h). 

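In distal p300 peaks unique to control the bZIP consensus was 8.51 times as frequent as in flanking windows, TGTGGT (Runx) 2.17 times, GGAATG (Tead) 1.75 times and CASCTG 1.45 times. In distal peaks unique to bexarotene these ratios were 4.86 for bZIP, 1.78 for Runx, 1.43 for Tead and 2.11 for CASCTG.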

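CASCTG within 100 bp rose from 30.0% (95% Wilson interval 29.3 to 30.8) of control-only to 44.3% (41.6 to 47.0) of bexarotene-only distal p300 peaks. The shares of the other consensus sequences of this group were lower in bexarotene-only peaks: bZIP went from 29.7% to 17.4%, Runx from 31.2% to 26.7% and Tead from 19.2% to 16.3%. Of the shared distal peaks in the bexarotene list 40.6% held CASCTG and 32.1% the bZIP consensus.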

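Within 50 bp of the center CASCTG was present in 29.6% (95% Wilson interval 27.2 to 32.2) of the 1303 distal p300 peaks unique to bexarotene and in 18.0% (17.3 to 18.7) of the 13005 unique to control. The difference was 11.6 percentage points, and with any CANNTG counted it fell most among the alternatives, to 6.50 points.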

Additionally, nearly 40% of p300 loci unique to bexarotene were associated to an E-box in contrast to only 16% of loci unique to control (Fig. 4h), suggesting that RXR signaling promotes the recruitment of p300 by E-box binding proteins to the enhancers. Taken together, p300 is differentially recruited to promoters and enhancers in that p300 may mediate RXR signaling through distinct functional modes.

### Histone acetylation associated with bexarotene-responsive genes

Previous studies have found that the level of histone acetylation at promoters decreases during myoblast differentiation regardless if gene expression is up- or downregulated^11,36^. We thus examined the profiles of H4K8ac, H3K9ac, H3K18ac and H3K27ac, with H3K27me3 as control, across the promoters of bexarotene-responsive genes. Interestingly, the average signal of H3K9ac at the TSS of bexarotene-responsive genes was significantly enriched following bexarotene treatment (Fig. 5a, b). However, there was no such enrichment observed at the TSS of genes upregulated in differentiation only (Fig. 5a, b). Additionally, there was little detectable H3K27me3 signal at the promoters (Fig. 5a, b). Evidently, the increase in the level of H3K9ac at the TSS of bexarotene-responsive genes was correlated to the transcriptional activity of those genes, suggesting that residue-specific histone acetylation at distinct promoters may play a key role in rexinoid-responsive gene expression.

**Fig. 5:**
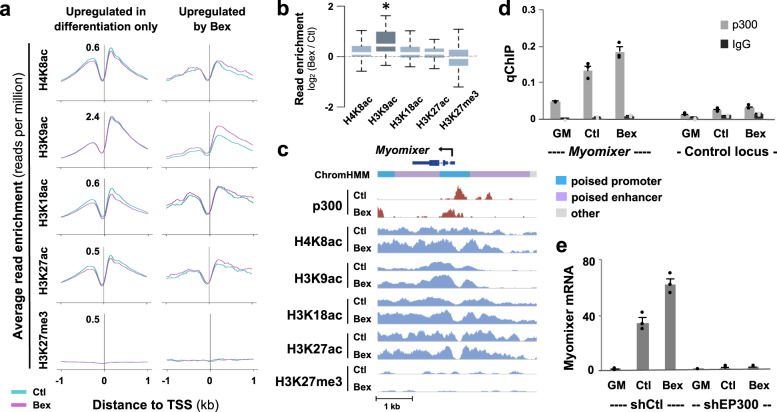
Bexarotene-responsive gene promoters are marked by residue-specific histone acetylation. **a** Average enrichment profiles of H4K8ac, H3K9ac, H3K18ac, H3K27ac, and H3K27me3 from myoblasts differentiated in the absence or presence of bexarotene (Ctl or Bex) for 24 h. The profiles span 2 kb across the TSS of genes upregulated in differentiation only and by bexarotene additionally. **b** Boxplots present fold change in enrichment of histone modifications between treated and control myoblasts at bexarotene responsive promoters shown in (**a**) (*, *p* ≤ 0.05, Wilcoxon rank sum test). **c** IGV view of p300 and indicated histone marks at the *Myomixer* locus. Blue bars show Refseq gene position. **d** Enrichment of p300 at the *Myomixer* promoter was determined by qChIP analysis in proliferating (GM) and differentiating myoblasts. Normal IgG antiserum and a random locus were used as control. Quantification is presented as percentage of enrichment in relation to input chromatin DNA (error bars: SEM; *n* = 3). **e** RT-qPCR analysis of *Myomixer* gene expression following the introduction of p300 shRNA (shEP300). Quantification is presented as fold change relative to proliferating myoblasts, after normalization to an internal control. A nonsilencing shRNA (shCtl) was used as control (error bars: SEM; *n* = 3).

Since rexinoid-responsive gene expression is linked to residue-specific histone acetylation, we examined the role of p300 in the regulation of myomixer, a microprotein essential for myoblast fusion and muscle formation^44–46^, along with the aforementioned histone acetylation. IGV track of ChIP-seq read signal coverage displayed a constitutive presence of p300 at the promoter, accompanied by residue-specific histone acetylation, particularly H3K9ac (Fig. 5c). 

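Myomixer, under its older symbol Gm7325, is annotated on chromosome 17 of mm9 from 45737916 to 45739051 on the minus strand. The ChIP-qPCR primers of the methods bound the sequence from 45739134 to 45739232, which lies just upstream of its start and holds 3 CASCTG sites. This sequence is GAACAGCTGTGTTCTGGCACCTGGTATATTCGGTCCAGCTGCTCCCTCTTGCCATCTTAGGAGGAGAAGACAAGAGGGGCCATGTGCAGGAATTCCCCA. A myogenin peak covered the amplicon in both conditions, from 45738969 to 45739278 in control and from 45738960 to 45739280 in bexarotene. No interval of either p300 list, which give called peaks and not read signal, overlapped the amplicon. The nearest p300 intervals were 4.0 kb away in control (45734867 to 45735105) and 4.1 kb away in bexarotene (45734834 to 45735082), and are shared by both lists. Other p300 peaks shared by both conditions within 50 kb lay at 45753025 to 45753881 and 45700737 to 45700989 in the control list. A further 6 p300 peaks unique to control lay within the same distance.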

ChIP-qPCR analysis demonstrated that p300 occupancy at the myomixer locus was enriched by about twofold upon 24 h of differentiation, and further increased following bexarotene treatment (Fig. 5d). We also used a previously established p300 shRNA knockdown myoblast system^20^ to determine the requirement of p300 for myomixer expression. As shown in Fig. 5e, in shRNA control myoblasts, myomixer expression was markedly induced in differentiating myoblasts and augmented further by bexarotene. However, shRNA knockdown of p300 attenuated myomixer gene expression in differentiating myoblasts regardless of treatment, suggesting a critical role for p300 in myomixer gene regulation.

### Genomic overlap of p300 with myogenin

Since p300 can be recruited by E-box binding proteins (Fig. 4), we analyzed the overlap of myogenin loci in differentiating myoblasts with p300 loci in promoters or enhancers unique to control or bexarotene. As shown in Fig. 6a, ~5% of p300 loci unique to control displayed an overlap with myogenin at either promoters or enhancers. 

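Of 14849 p300 peaks unique to control, 713 overlapped a control myogenin peak by at least 1 bp, 4.80% (95% Wilson interval 4.47 to 5.16). At promoter peaks the share was 5.04% (4.13 to 6.14) and at distal peaks 4.77% (4.41 to 5.15). Requiring a reciprocal overlap of 50% moved the share most, to 2.75%. Shifting the myogenin peaks along each chromosome at random 1000 times gave a mean of 0.117% and a maximum of 0.209%.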

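Of 1856 p300 peaks unique to bexarotene, 258 overlapped a bexarotene myogenin peak, 13.9% (95% Wilson interval 12.4 to 15.6). At promoter peaks the share was 3.98% (2.64 to 5.95) and at distal peaks 18.1% (16.1 to 20.3). The same random shifts gave a mean of 0.118% and a maximum of 0.485%. Shared p300 peaks of the bexarotene list overlapped bexarotene myogenin peaks in 19.7%, and in 20.6% at distal positions. With myogenin peaks of the control list in place of the bexarotene list, the distal share of bexarotene-only p300 peaks was 14.7%.

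**Figure D4:**
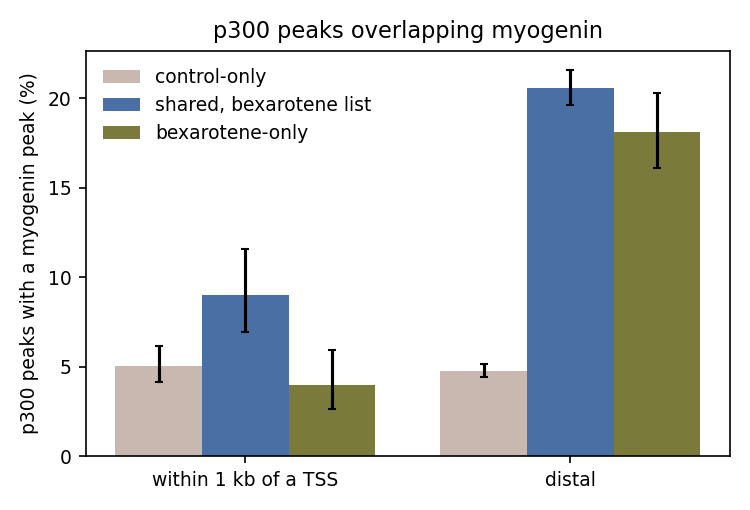
Percent of p300 peaks (vertical axis) that overlap a myogenin peak of the matching condition by at least 1 bp, for peaks unique to control, shared and unique to bexarotene, at promoters and at distal positions. Bars carry 95% Wilson intervals of counting error. At distal positions the shared and bexarotene-only bars are both above the control-only bar.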

Although the addition of bexarotene did not affect the degree of p300 and myogenin overlap at the promoters, their overlap increased from 5 to 23% at the enhancer regions (Fig. 6a). Furthermore, it was only in response to RXR signaling, enhancers associated with both myogenin and p300 displayed a significant increase in H4K8ac and H3K9ac (Fig. 6b, c). Figure 6d shows an IGV snapshot of the sarcomeric gene *Mybph* locus, where the enrichment of p300 and myogenin increased at putative enhancer regions following the addition of bexarotene. 

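Mybph lies on chromosome 1 from 136090025 to 136097808, plus strand. The ChIP-qPCR amplicon of the methods runs from 136092746 to 136092850 in intron 3, and holds 1 CASCTG site. This sequence is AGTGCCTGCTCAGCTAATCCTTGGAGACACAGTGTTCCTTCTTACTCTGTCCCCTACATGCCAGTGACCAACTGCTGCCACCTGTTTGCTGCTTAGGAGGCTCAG. A myogenin interval of each list covered it, 292 bp long in control and 458 bp long in bexarotene. No p300 interval overlapped it in either list. The nearest p300 intervals were 96.0 kb away in control and 49.0 kb away in bexarotene. The latter, a bexarotene-only peak from 136141899 to 136142153, overlapped the myogenin peak upstream of Adora1.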

As demonstrated by qChIP analysis, myogenin and p300 enrichment was evident at the putative enhancer in differentiating myoblasts and further increased markedly by bexarotene (Fig. 6e). The enrichment of p300 and myogenin at the *Mybph* locus also correlated with an activation of Mybph gene expression as revealed by RT-qPCR analysis in matching conditions (Fig. 6f). Moreover, differentiation-dependent and bexarotene-responsive Mybph gene expression was attenuated following shRNA p300 knockdown (Fig. 6f), designating *Mybph* as a p300 target gene and signifying a role for p300 in mediating rexinoid signaling.

**Fig. 6:**
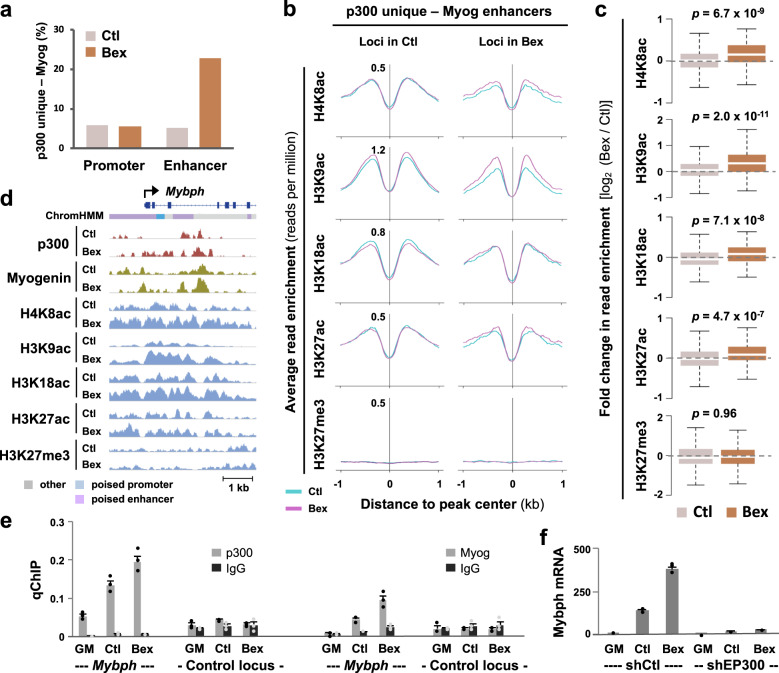
Overlap between p300 and myogenin in RXR signaling. **a** p300 loci unique to control or bexarotene (Ctl or Bex) were associated to promoters or enhancers and co-localized with myogenin loci in matching conditions. **b** Average read signal profiles for indicated histone marks at enhancers associated with p300 and myogenin. **c** Boxplots present the fold change in enrichment between control and bexarotene for histone modifications shown in (**b**) (Wilcoxon rank sum test). **d** IGV view of p300, myogenin and histone modification read density at the *Mybph* locus. Blue bars show Refseq gene position. **e** Occupancy of p300 at the *Mybph* locus was determined by qChIP analysis in proliferating myoblasts (GM) and myoblasts differentiated for 24 h. Normal IgG antiserum and a random locus were used as controls. Quantification is presented as percentage of enrichment in relation to input chromatin DNA (error bars: SEM; *n* = 3). **f** RT-qPCR analysis of *Mybph* gene expression following the introduction of p300 shRNA (shEP300). A nonsilencing shRNA (shCtl) was used as control. Quantification is presented as fold change relative to proliferating myoblasts normalized to an internal control (error bars: SEM; *n* = 3).

Taken together, our results suggest that RXR signaling modulates the global binding dynamics and motif recognition of myogenin, an important MRF, which cooperates with p300, in the installation of an epigenetic signature associated to rexinoid-responsive gene expression in early myogenic differentiation (Fig. 7).

**Fig. 7:**
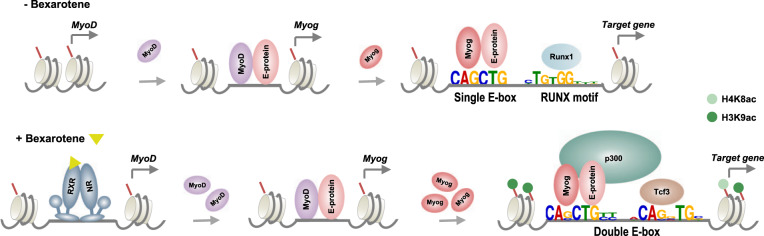
A model of the regulatory events underlying myogenin-mediated RXR signaling in myoblast differentiation. In the absence of rexinoid, a single canonical E-box with RUNX as the most significant neighboring motif is found in myogenin loci. RXR signaling augments directly MyoD gene expression, which in turn enhances the expression of myogenin. Nevertheless, RXR signaling promotes myogenin binding preference to a distinct double E-box motif with a lower degree of consensus at the central G nucleotide but two additional consensus flanking nucleotides. In addition, p300 occupancy as well as an increase in H3K9 and H4K8 acetylation overlap with rexinoid-responsive myogenin loci, important to myogenin-mediated RXR signaling in myoblast differentiation.

## Discussion

We have previously established that a selective RXR agonist, bexarotene, enhances the differentiation and fusion of myoblasts, while augmenting myogenin expression^29^. Here, we delineate myogenin-mediated RXR signaling in early myoblast differentiation using OMICs approaches. We have found that RXR signaling leads to myogenin occupancy at poised enhancers and a specific “double E-box” with consensus flanking sequences. We have also found a close association of myogenin with rexinoid-responsive gene expression. Furthermore, we have identified an epigenetic signature related to p300 and rexinoid-responsive promoters in connection with residue-specific histone acetylation. Thus, RXR signaling-promoted genomic distribution of transcription regulators presents distinct dynamics which may be utilized to identify novel genetic targets, as well as the potential of pharmaceutical modification of the epigenetic landscape to promote muscle development and regeneration.

Characterization of genome-wide transcription factor distribution and binding motifs is an important avenue for understanding regulatory networks that govern stem cell differentiation. Using a ChIP-seq approach, we have found that RXR signaling shifts the distribution of myogenin from promoter to poised enhancer regions (Fig. 1). As poised enhancers play a crucial role within gene programs that remain in an inactive state until onset of differentiation^26^, myogenin may contribute to the initiation of these pathways to elicit myoblast differentiation in response to RXR signaling. Interestingly, myogenin loci unique to rexinoids have a greater association to a distinct E-box with two flanking nucleotides consisting of CASCTGYY, whereas loci unique to control are associated with a shorter motif of CAGCTG (Fig. 2). DNA sequences flanking the core motif exert an impact on transcription factor binding, as they affect DNA topology and as a result binding affinity^47,48^. For example, yeast bHLH binding specificity is determined by nucleotides outside the E-box motifs due to 3D structure of the DNA binding sites^37^. Thus, the flanking sequences of E-box represent an important mechanism in loci selection of nearly 63% of myogenin occupancy in rexinoid-enhanced myoblast differentiation (Fig. 2). Nonetheless, myogenin binding may also be influenced by factors beyond consensus sequences including chromatin accessibility, DNA topology, protein interactions, and epigenetic regulation such that characterizing consensus motifs is an important first step to further understand gene regulatory networks^49,50^.

Apart from the primary motif, RXR signaling also favors a secondary motif proximal to the primary E-box. Runx1, a well-known component of regulatory complexes within the muscle lineage^38,51^, is a potential partner for myogenin at loci unique to control (Fig. 2). However, myogenin loci unique to rexinoids harbor a double E-box, as well as an overall increase in the number of E-box motifs per locus (Fig. 2). Casey and colleagues^52^ have suggested that an increase in E-box density may be important for improving DNA accessibility in the context of a closed chromatin conformation, where based on the length of spacing, a series of motifs may serve as a platform on the surface of a nucleosome, to promote bHLH factor binding. Thus, the presence of secondary E-box in close proximity to the primary E-box, suggests that a bHLH dimer as well as E-box density may both play roles in increasing the binding intensity of myogenin in rexinoid-enhanced myoblast differentiation.

Interestingly, the presence of multiple E-box motifs on adjacent helical turns can create a platform permissible for a tetrameric bHLH complex. Chang et al.^39^ recently illustrated the formation of an intramolecular tetramer within the TWIST family of bHLH transcription factors with a spatial configuration of a double E-box separated by five nucleotides. The spacing allows a full turn of the DNA double helix such that the E-boxes are facing the same spatial direction, with minimal steric hindrance between the E-boxes, providing efficient co-factor interactions to promote enhancer function^39^. Furthermore, we have observed a difference in the length of peaks associated to single or double E-box where the latter contained broader span of read signals (Fig. 2), which may translate to functional relevance as studies have shown that peak shape analysis can reveal information regarding the binding of neighboring proteins and in certain instances, is correlated with gene expression^53^. Taken together, rexinoid-promoted loci recognition and selection may contribute to the overall increase in myogenin binding intensity and capacity.

Importantly, the majority of rexinoid-responsive genes are associated with a myogenin peak, accompanied by an increase in H4K8 and H3K9 acetylation in contrast to genes upregulated in differentiation only (Fig. 3). An overexpression of myogenin in C2C12 myoblasts has been shown to increase hyperacetylation of H4 associated directly to late muscle genes, such that myogenin induces chromatin remodeling of MyoD-initiated late muscle genes, and shifts the transcriptional activation of these genes to an earlier time period^13^. Since RXR signaling increases the level of myogenin protein^10^, it may promote loci-specific histone acetylation of late muscle genes, leading to an earlier expression of rexinoid-responsive genes and thus enhance the differentiation and fusion of myoblasts.

We have also examined the genomic dynamics of p300, a HAT crucial for myogenic differentiation, due to the coupling of histone acetylation with rexinoid-responsive gene expression. While p300 and its functional homologue CBP share many functional parallels, they have distinct cellular functions^54–56^. Severe myogenic abnormalities are found in p300 knockout mice, but not in CBP knockouts^55,57^. In addition, ES cells from p300 knockout mice are unable to express MyoD or Myf5, whereas CBP^−/−^ ES cells can develop into multinucleated myotubes, demonstrating that compared with CBP, p300 is required for muscle development^41^.

Interestingly, we have found that p300 is mainly associated with active promoters in response to RXR signaling (Fig. 4), contrasting to its large association to enhancers in the absence of rexinoids^12^. Also, p300 may be recruited to the promoters by Atf1, Sp1 and bZIP binding proteins, where Atf1 motif displayed the largest enrichment at p300 associated promoters unique to rexinoid (Fig. 4). Combinations of Jun, Fos and Atf heterodimers are part of a large family known as the activating protein-1 (AP-1) transcription complex, in that the composition of AP-1 dimers, their relative abundance, and cell type determine cellular fate outcome^58^. Motif analysis of p300-associated promoters suggests recruitment of p300 by AP-1 family members during rexinoid-enhanced differentiation, with a predisposition by Atf1 binding protein in particular (Fig. 4). On the other hand, Sp1 motif displays the greatest enrichment at promoters unique to control (Fig. 4). Many studies have shown the interaction of Sp1 with p300 within the same regulatory complex on promoters of genes which they regulate, such as p21^59^, IL-12^60^, and IQGAP^61^. The presence of p300 allows for assembly of the transcription complex in which it acts as a bridging factor to connect transcription factors to the basal transcription machinery, but also leads to targeted histone acetylation to open up the chromatin environment and to ¨bookmark¨ the promoters for rapid transcription re-initiation. As such, the promoters of rexinoid-responsive genes exhibit a significant increase in H3K9 acetylation, which is not the case for promoters of genes upregulated in differentiation only (Fig. 5). More importantly, knockdown of p300 diminishes the expression of myomixer, a rexinoid-responsive myogenic target (Fig. 5). Therefore, RXR signaling is exemplified by the association of p300 to promoters and an enrichment in H3K9 acetylation in particular (Fig. 5). Taken together, p300 function as a scaffold for protein complexes and a HAT for residue-specific histone acetylation at promoters may together facilitate rexinoid-responsive gene expression.

Apart from promoters, enhancers also play a key role in determining cell-type specific gene regulation, as the chromatin marks at enhancers are cell-type-specific and a functional signature of cellular fate^62–64^. We have identified binding motifs for Ap-1, Runx and Tead4 within p300 associated enhancers (Fig. 4), all of which are known myogenic enhancer regulators^51,65,66^. However, p300 may largely be recruited to the enhancer regions by E-box binding proteins (Fig. 4), following RXR signaling where a considerable overlap between p300 and myogenin loci occurs (Fig. 6). Enhancers co-occupied by p300 and myogenin are also marked by an enrichment of H4K8 and H3K9 acetylation (Fig. 6), such that the recruitment of p300 by E-box binding proteins and residue-specific histone acetylation may be a signature of rexinoid-responsive gene expression (Fig. 7).

In conclusion, we have provided molecular insights into the role of myogenin-mediated RXR signaling in skeletal myoblast differentiation (Fig. 7). A thorough understanding of the epigenetic mechanisms that regulate myogenic fate transitions will allow the development of novel therapeutics to treat muscle-related diseases, as the ability to control endogenous epigenetic modifiers will enable specific changes in transcriptional activity of genes important for myogenesis.

## Methods

### Cell culture

C2C12 mouse myoblasts (ATCC) were maintained in growth medium (GM), consisting of Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum, 100 units/ml penicillin and 100 μg/ml streptomycin, at 37 °C with 5% CO_2_. To induce differentiation, cells at 70–80% confluence were switched to differentiation medium (DM), DMEM supplemented with 2% horse serum, and cultured for 24 h. Bexarotene (LC Laboratories) was added to DM at a final concentration of 50 nm for treatment.

### Western blot analysis

Cells were lysed in whole cell extract buffer (10% glycerol, 50 mM Tris-HCl pH 7.6, 400 mM NaCl, 5 mM EDTA, 1 mM DTT, 1 mM PMSF, 1% NP-40), at 4 °C for 30 min with rotation. Cell extracts were prepared as previously described^67^. Protein concentrations were determined by the Bradford Method (Bio-Rad). The proteins were then separated by SDS-PAGE and transferred to an Immun-Blot PVDF membrane. Bio-Rad ChemiDoc MP System was used to capture chemiluminescent images, and the protein bands were quantified using Scion Image (Scion Corporation). The primary antibodies used for western analysis were from hybridoma E7 for β-tubulin and hybridoma F5D for myogenin.

### Reverse transcription qPCR analysis

Total RNA from C2C12 cells was isolated by using the GeneJET RNA Purification Kit (ThermoFisher Scientific) and quantified by Nanodrop (ND-1000). An equal amount of RNA was reverse transcribed into cDNA by using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) in accordance with the manufacturer’s instructions. SYBR® Green PCR Master Mix and HotStarTaq DNA polymerase (Qiagen) were used for qPCR on a CFX96 Touch Real-Time PCR Detection System (BioRad). The data was analyzed by using the threshold cycle comparative method, normalized to the expression of TATA-Binding Protein (TBP), using the formula 2^–ΔΔCT^. Experiments were repeated at least three times. The following primers were used: myomixer primer forward, GTTAGAACTGGTGAGCAGGAG and reverse, CCATCGGGAGCAATGGAA; Mybph primer forward, ACTTAGCCACCACCACCAAG and reverse, GGAGTGGAGGTATGGTCAGC; TBP primer forward, TCATGGACCAGAACAACAGC, and reverse, GCTGTGGAGTAAGTCCTGTGC.

### ChIP-seq and data processing

Following 24 h of differentiation, cells were fixed, crosslinked, and sonicated with a Bioruptor as previously described^68^. Chromatin immunoprecipitation was performed with antibodies obtained from Santa Cruz against myogenin (sc-12732) and p300 (sc-584). The immunoprecipitants were purified using a MiniElute PCR Purification kit (Qiagen). ChIP-seq libraries were prepared and sequenced on an Illumina HiSeq 2000 (p300 and H3K27me3) or Illumina HiSeq 4000 (myogenin) as single-end 50 bp reads. For p300 and H3K27me3, reads were mapped to the mm9 genome using Bowtie^69^ v0.12.7 allowing for three mismatches and reporting the single best alignment per 50 bp read. For myogenin, sequence reads were aligned to the mouse mm9 reference genome build using BWA-Mem^70^ v0.7.10 with default parameters. Duplicate reads were removed utilizing the Picard package v2.6.0. Genome-wide read coverage and enrichment was assessed using deepTOOLS^71^ fingerprint plots where the corresponding *x*- and *y*-axes for a point of intersection, denote the percentage of genome coverage and the percentage of all uniquely aligned reads, respectively. Peak calling was performed with HOMER^72^ v4.10 with -style factor and FDR of 1.0 × 10^−4^. The approximate IP efficiency calculated by HOMER describes the fraction of tags found in peaks compared with the genomic background and is utilized as one measure of ChIP efficacy.

De novo motif discovery was performed with MEME using the “meme-pal” option with input sequences of 500 bps surrounding the peak center. The mergePeaks tool from HOMER was utilized for co-localization of peaks (-d given) and the findMotifsGenome tool for de novo motif discovery on the 200 bp surrounding the peak centers. The annotatePeaks.pl script was employed for quantification of motif enrichment and for peak annotation, where HOMER compares the distance from a peak to the RefSeq catalog of TSS of nearby genes, and reports the closest TSS as the associated gene.

The enrichment of histone acetylation at specified loci or TSSs was calculated with ngs.plot^73^ which calculates the coverage vectors for each query region based on specified alignment files. Coverage data is normalized for equal length and vectors are normalized against the corresponding library size, to allow comparisons of datasets with differences in sequencing depth. Default values for all analyses were used unless specified. IGV v2.3.97 was used for data browsing and representative snapshots.

### Quantitative ChIP analysis

Following ChIP, qPCR was performed in triplicate reactions using the SYBR green method with locus specific primers. A standard curve was created for each set of primers with input DNA, followed by quantification of the abundance of immunoprecipitated target DNA in relation to input chromatin DNA. Each qChIP was repeated at least three times. Antibodies against p300 and myogenin were the same as for Western. Primer pairs used for qPCR amplification were as follows: *myomixer* locus forward, GAACAGCTGTGTTCTGGCAC and reverse, TGGGGAATTCCTGCACATGG; *Mybph* locus forward, AGTGCCTGCTCAGCTAATCC and reverse, CTGAGCCTCCTAAGCAGCAA.

### Statistics and reproducibility

All statistical analyses were performed using The R Project for Statistical Computing or Microsoft Excel. Normally distributed data were analyzed by a two-tailed Student’s *t*-test. Non-normally distributed data were analyzed by non-parametric two-sided Wilcoxon rank sum tests. A *p* < 0.05 was considered statistically significant. Statistical details and number of replicates are indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Peer Review File

## Data Availability

All ChIP-seq datasets have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE139942. Source data are available as Supplementary Data 1. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information or from the corresponding author upon reasonable request.

# Supplementary material for: Dissecting myogenin-mediated retinoid X receptor signaling in myogenic differentiation
**Source:** Commun Biol. 2020 Jun 18;3:315. doi: 10.1038/s42003-020-1043-9
**Supplement:** Supplementary file 1 — Supplementary Information

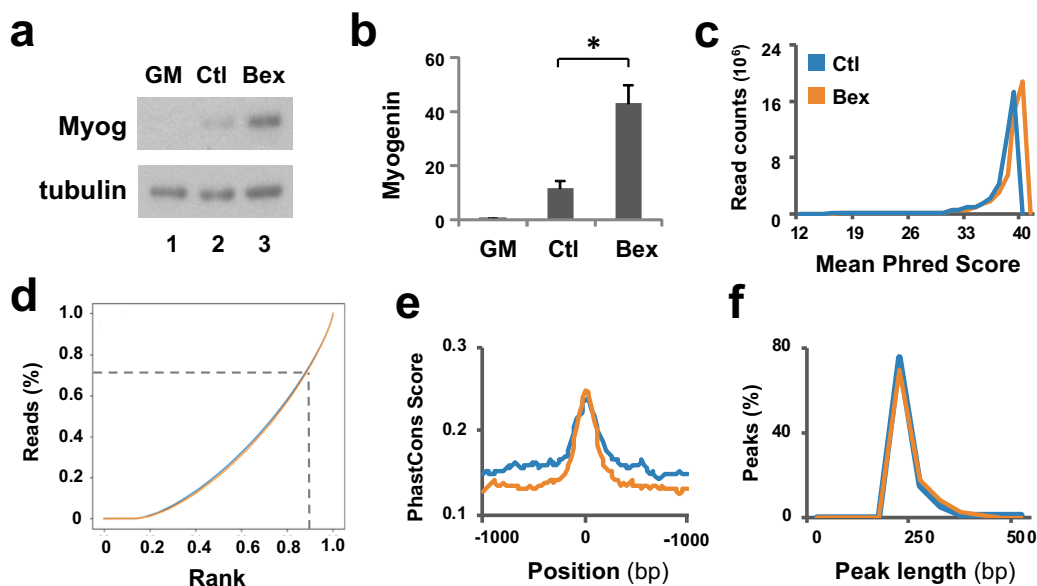

### Supplementary Figure 1. Quality control of myogenin ChIP-seq.

(a) C2C12 myoblasts were differentiated for 24-hour in the absence (Ctl) or presence of bexarotene (Bex), followed by Western blotting of myogenin protein levels. Proliferating myoblasts (GM) were included with  $\beta$ -tubulin as a loading control. (b) Quantification of myogenin protein levels as a fold change relative to proliferating myoblasts (error bars: SD;  $n = 4$ ; \*,  $p \leq 0.05$ , Student's t-test). (c) Base quality scores for myogenin sequencing data. (d) ChIP enrichment plot shows the percentage of reads in a given percent of mappable genome, where rightward deflection indicates the extent of ChIP signal enrichment. (e) The average PhastCons conservation scores of myogenin peaks. (f) Distribution of the length of myogenin peaks.

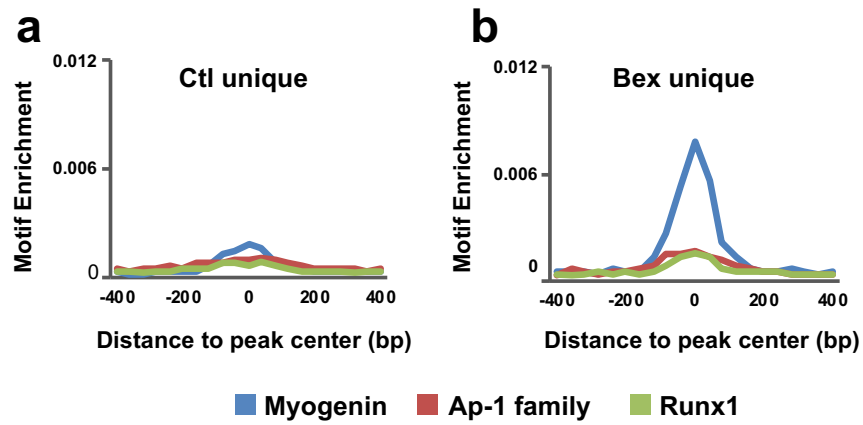

**Supplementary Figure 2. Motif enrichment at myogenin loci.**

(a) Motif enrichment at myogenin loci unique to C2C12 myoblasts differentiated for 24-hour in the absence or (b) presence of bexarotene (Ctl or Bex).

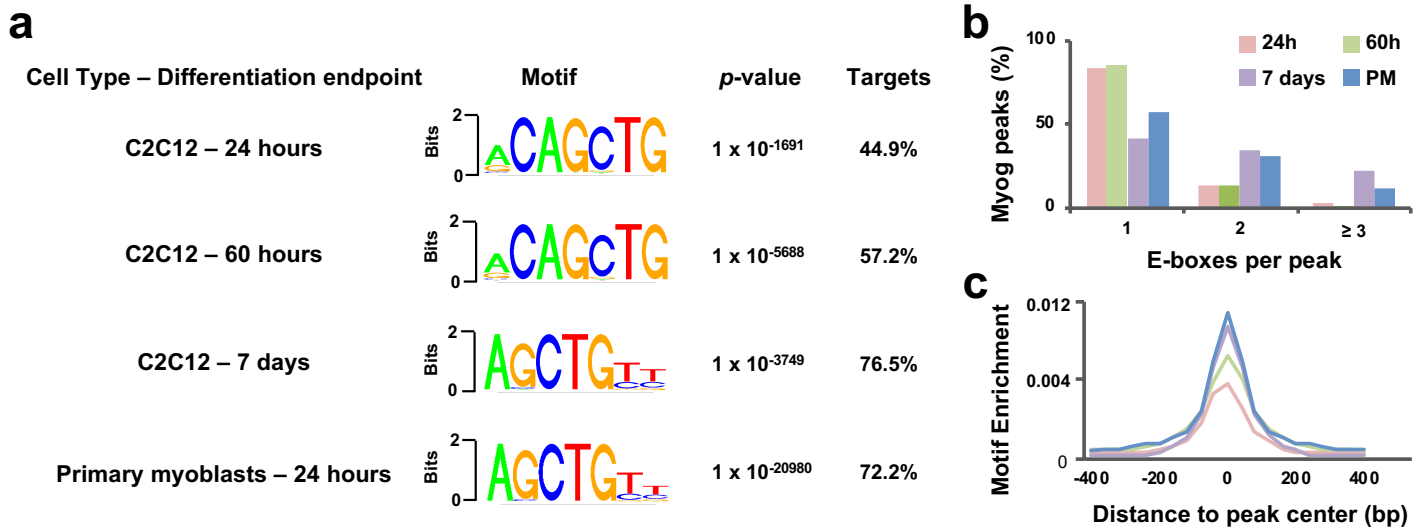

**Supplementary Figure 3. Motif analysis of publicly available myogenin ChIP-seq.**

(a) Myogenin loci in myoblasts differentiated for 24-, 60-hour, and 7 days as well as primary myoblasts (PM) differentiated for 24-hour were subjected to *de novo* motif analysis. The most significant motif in each condition, its associated *p*-value and the percentage of target loci harboring the motif are shown. (b) Bar graph displays the percentage of myogenin peaks associated to a specified number of E-box per peak. (c) Enrichment of motifs shown across myogenin loci.

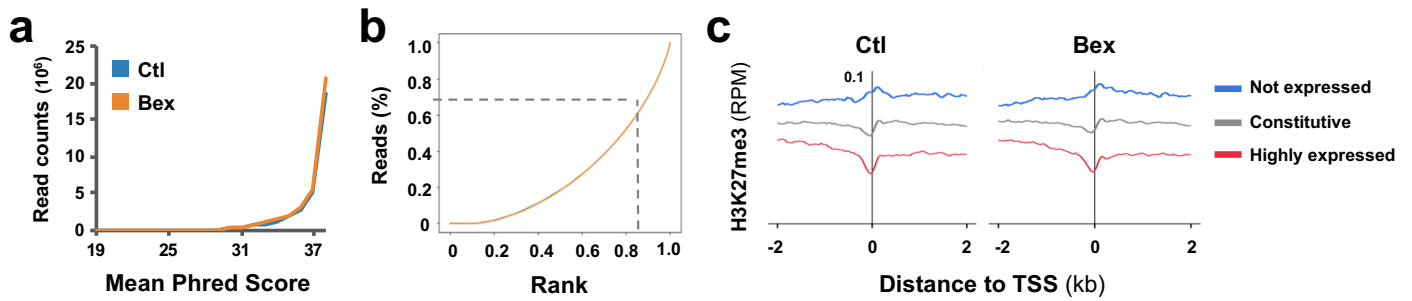

#### Supplementary Figure 4. Quality control of H3K27me3 ChIP-seq.

(a) C2C12 myoblasts were differentiated for 24-hour in the absence (Ctl) or presence of bexarotene (Bex) and subjected to H3K27me3 ChIP-seq. Quality score distribution shows majority of reads were attributed with a Phred score above 30, equating to 99.9% base call accuracy. (b) ChIP enrichment plot presents the percentage of reads in a given percent of mappable genome. Rightward deflection of the curve indicates ChIP enrichment. (c) The total population of ENSEMBL genes from RNA-seq expression profiling of proliferating myoblasts and myoblasts differentiated for 24-hour were categorized into three groups (GSE94560). The average enrichment of H3K27me3 (reads per million) with respect to the TSS of each gene group is shown. H3K27me3 was prominently enriched around the TSS of inactive genes, consistent with its role in gene silencing.

# Supplementary material for: Dissecting myogenin-mediated retinoid X receptor signaling in myogenic differentiation
**Source:** Commun Biol. 2020 Jun 18;3:315. doi: 10.1038/s42003-020-1043-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** **Supplementary Data 1**

**Description:** Source file for Figure 1-6

# Supplementary material for: Dissecting myogenin-mediated retinoid X receptor signaling in myogenic differentiation
**Source:** Commun Biol. 2020 Jun 18;3:315. doi: 10.1038/s42003-020-1043-9
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Illumina HiSeq sequencing and associated software was used for data collection.

Data analysis

The software used to analyze data in this study are publicly available and are described in the methods section.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All ChIP-seq datasets have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE139942. The source data for the main figures are provided in the Source Data file. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information or from the corresponding author upon request.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | N/A                                                                                                                                                                               |
| Data exclusions | No data were excluded.                                                                                                                                                            |
| Replication     | Two biological replicates for RNA-seq data were used in the analysis.<br>For qPCR, qChIP, and western analysis a minimum of 3 replicates were used to confirm the observed trend. |
| Randomization   | We utilized an in vitro cell model. Cells were grown and split into plates for control and treatment groups randomly.                                                             |
| Blinding        | Not relevant for this study.                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in this study are commercially available.<br><br>ChIP-seq: Myogenin (sc-12732); p300 (sc-584); H3K27me3 (ab6002)<br>Western: hybridoma F5D for myogenin and hybridoma E7 for $\beta$ -tubulin                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Validation      | Myogenin (sc-12732): <a href="https://www.scbt.com/p/myogenin-antibody-f5d">https://www.scbt.com/p/myogenin-antibody-f5d</a><br>p300 (sc-584): <a href="https://www.scbt.com/p/p300-antibody-n-15">https://www.scbt.com/p/p300-antibody-n-15</a><br>H3K27me3 (ab6002): <a href="https://www.abcam.com/histone-h3-tri-methyl-k27-antibody-mabcam-6002-chip-grade-ab6002.html">https://www.abcam.com/histone-h3-tri-methyl-k27-antibody-mabcam-6002-chip-grade-ab6002.html</a><br><br>Myogenin hybridoma F5D: <a href="https://dshb.biology.uiowa.edu/F5D">https://dshb.biology.uiowa.edu/F5D</a><br>$\beta$ -tubulin hybridoma E7: <a href="https://dshb.biology.uiowa.edu/E7_2">https://dshb.biology.uiowa.edu/E7_2</a> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                      |
|----------------------------------------------------------------------|------------------------------------------------------|
| Cell line source(s)                                                  | C2C12 cells: American Type Culture Collection (ATCC) |
| Authentication                                                       | Authentication by ATCC.                              |
| Mycoplasma contamination                                             | Cells were not tested for mycoplasma contamination.  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                  |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139942>

Files in database submission

GSM4150361 C2C12\_Input\_p300\_Histones  
 GSM4150362 C2C12\_p300\_Ctl  
 GSM4150363 C2C12\_p300\_Bex  
 GSM4367470 H3K27me3\_Ctl  
 GSM4367471 H3K27me3\_Bex

GSM4150364 C2C12\_Input\_Myog  
 GSM4150365 C2C12\_Myog\_Ctl  
 GSM4150366 C2C12\_Myog\_Bex

Genome browser session

*(e.g. [UCSC](#))*

NA

## Methodology

Replicates

Western: 3 biological replicates  
 qChIP and qPCR: 3 technical replicates

Sequencing depth

All datasets are single-end 50bp reads with an average of 27.1 million uniquely mapped reads.

Antibodies

Myogenin (sc-12732), p300 (sc-584), and H3K27me3 (ab6002)

Peak calling parameters

HOMER findPeaks was used for peak calling with the following parameters: -style factor -region.

Data quality

Data quality control was performed with FastQC, Qualimap and deepTools to ensure sufficient ChIP enrichment and coverage.

Software

Software used in this study includes:

SAMtools  
 BWA-MEM  
 BEDTools  
 ngsplot  
 MEME Suite  
 deepTools  
 HOMER  
 IGV  
 R Studio

How the deposited data were processed for this re-analysis (not part of the article)

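Myogenin and p300 were each measured by ChIP-seq in C2C12 cells differentiated for 24 h without or with 50 nM bexarotene, with 1 library per condition. Of the 8 samples in the series, 4 have a peak list, and these lists are the data used. The input chromatin, the H3K27me3 libraries, the other histone marks, the RNA-seq data and the chromatin state model were not used here.

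The authors aligned the myogenin reads to mm9 with BWA-MEM and the p300 reads with Bowtie, removed duplicates with Picard and called peaks on each library separately with HOMER findPeaks in the factor style with the region option. The deposited lists hold the chromosome, start and end of each called peak, counted from a start of 0, and no tag counts, scores or input values. The authors' peak threshold is therefore already in the lists and could not be changed. Positions are printed counted from 1. The lists hold 5912 and 6642 myogenin intervals and 22051 and 9154 p300 intervals, control first.

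Peaks of a factor that overlapped by at least 1 bp were merged into a region, which was called shared when it held intervals of both lists. Distances to the TSS were measured from the peak center to 46006 TSS records of protein-coding transcripts in the GENCODE annotation of the same build, where the design named RefSeq; all 86932 transcript starts were an alternative. Sequences were taken from the mm9 genome. The E-box CASCTG was counted on both strands within 50 bp of the center, and other consensus sequences within 100 bp. Backgrounds were windows 2 kb to either side that held no peak of the factor, and 5 shuffles of each sequence with its dinucleotides kept. Fixed consensus sequences stood in for the de novo motif discovery of the study, so shares of peaks with a motif depend on the consensus and the window. Overlap of p300 with myogenin was set beside 1000 circular shifts of the myogenin peaks along each chromosome with a fixed random seed of 1.

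Tag counts were planned for the signal at shared peaks, the fold over input, the p300 tag density, filters on fold or score and the naming of the peaks with most tags, and none of these was run on lists of positions. The myogenin tag density was computed only from the paper's Supplementary Data 1, of which 1997 peaks per class were read. Its low normalized counts are whole multiples of a step, and at the paper's scaling of the tag total the steps of 0.294 and 0.338 normalized tags make the bexarotene myogenin library the less deeply sequenced one. The totals of the p300 libraries are not known from the lists.

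With 1 library per condition no test between conditions was made and no p-value is given. Shares carry 95% Wilson intervals, which cover counting error over peaks and not the variation between cultures. The interval of a ratio of medians comes from 1000 bootstrap resamples of the peaks and has the same limit. The loci named come from the peaks within 50 kb of a gene the paper names for its ChIP-seq tracks. Not every such peak is printed, and those printed were picked after their positions and E-boxes were seen. Myomixer was matched to the annotation through its older symbol Gm7325. The main settings, the list of genes and most of the alternatives were fixed before the data were examined. The alternatives changed the overlap rule, the chromosomes, the TSS distance, the TSS catalog, the window and consensus of the E-box, the myogenin list set against p300, and the restriction to peaks longer than the smallest interval of their list.

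Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and figures were drawn with matplotlib 3.10.9. The functions for overlap, motif counting and intervals were tested on simulated data with known answers in 13 steps of 400 items, and all 13 steps were recovered.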

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

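For the patterns in this part, all tests were chosen after the result was seen, apart from those of the E-box share by location, GC content and peak length, of which the limit on peak length was not among the alternatives set in advance. None of the results was compared across replicates, since there is 1 library per condition.

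Shared distal p300 peaks overlapped a bexarotene myogenin peak in 20.6% (95% Wilson interval 19.6 to 21.6), against 18.1% (16.1 to 20.3) of distal p300 peaks unique to bexarotene and 6.43% (6.02 to 6.86) of distal p300 peaks unique to control. The paper compares the unique classes with myogenin of the matching condition, for which the control-only value was 4.77%. With the control myogenin list the overlap of bexarotene-only distal p300 peaks was 14.7%, so most of the excess over that value stays without any myogenin site gained in bexarotene. The value of shared peaks is the observation itself and cannot test whether this is a property of all p300 peaks called in bexarotene. Shared distal p300 peaks of the control list overlapped control myogenin peaks in 17.7% (16.8 to 18.6), so a high overlap of shared peaks is not specific to bexarotene. A weaker set of control-only calls is another candidate explanation. The 1756 control-only distal p300 peaks of at least 338.5 bp, the median shared length, overlapped control myogenin peaks in 8.71%, above the 4.77% of all control-only distal peaks and below the bexarotene-only value. With the smallest intervals of both factors removed, the overlap was 2.99% for control-only and 19.3% for bexarotene-only distal p300 peaks, a wider gap. That filter also removes short myogenin peaks. Of the bexarotene-only p300 peaks 80.5% were at the smallest interval, against 46.2% of control-only peaks. Length cannot rank these classes by strength, since it also differed between the lists. Shared peaks were at the smallest interval in 9.72% of the control list and 40.8% of the bexarotene list. The long control-only peaks stayed below the bexarotene-only overlap, but length is only an indirect measure of a weak call. Whether weak control-only calls account for the difference, in whole or in part, is therefore left open.

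Shared myogenin peaks lay within 1 kb of a TSS in 8.91% and held an E-box within 50 bp of the center in 70.4%, both in the bexarotene list. Peaks unique to bexarotene lie between the shared and the control-only peaks in both measures, with 15.4% and 52.0%. Peaks unique to control had 39.8% and 27.8%. By the promoter share the control-only peaks stand apart, while by the E-box share the bexarotene-only peaks lie near the middle. Weak calls at the smallest interval were tested as an explanation for the promoter share. Among longer peaks the difference between the unique classes was 33.2 percentage points, larger than the 24.3 points over all peaks. The difference therefore does not come from the smallest intervals. Length is only an indirect measure of a weak call, so weak or background calls among longer peaks are not excluded. At promoters control-only peaks held an E-box in 17.5% and their shuffled sequences in 12.1%, a ratio of 1.45. That ratio is above the shuffled background and below the 1.5 set as the limit, so calls on open promoter chromatin without E-box recognition may contribute and could not be told apart from binding.

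The E-box difference between peaks unique to bexarotene and unique to control was 24.2 percentage points. It was 22.2 points among distal peaks, 21.9 points after weighting control-only peaks to the GC content of bexarotene-only peaks, and 34.6 points among peaks longer than the smallest interval. None of these adjustments removed the difference, although length is only an indirect measure of a weak call. A difference between libraries unrelated to bexarotene was not tested, and with 1 library per condition it could not be. A change in myogenin site preference remains a hypothesis.

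At the start of chromosome 9, between 3000001 and 3100000, the control myogenin list had 27 peaks and the bexarotene list 25, while the p300 lists had 0 and 1. None of these myogenin peaks held an E-box within 50 bp of the center. Of the 24-base words of the 26 peaks there that the control list shares with bexarotene, 87.6% occurred again on the chromosome, against 1.13% for the 105 other shared myogenin peaks of chromosome 9. Reads of a repeated sequence are a likely source of these calls, and no biological explanation was tested.

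On chromosome 8 between 80 and 100 Mb, 112 of 231 bexarotene p300 peaks were unique to bexarotene, 48.5% (95% Wilson interval 42.1 to 54.9), against 20.3% of all bexarotene p300 peaks. The region also held 281 p300 peaks unique to control, against 68 to 103 in the other 20-Mb ranges of the chromosome. A chromosome-wide difference was not found, since the share on chromosome 8 outside this region was 20.7%, inside the genome-wide interval of 19.5 to 21.1. Of the 99 distal bexarotene-only p300 peaks in the region, 39.4% (30.3 to 49.2) held an E-box, bZIP or Runx consensus, against 69.0% (66.4 to 71.6) elsewhere and 34.5% in shuffled sequences. Calls on background in a region of raised DNA copy number are a candidate explanation, which these values do not exclude. The myogenin lists had 70 bexarotene peaks and 22 control-only peaks there, inside the ranges of 22 to 92 and 12 to 27 in the other 20-Mb ranges of the chromosome. Of these bexarotene peaks 44 were unique to bexarotene, above the 11 to 37 of the other ranges. Their share of 62.9% (51.1 to 73.2) was the highest on the chromosome, with an interval that includes the genome-wide 54.9%. The myogenin counts therefore do not settle the question. No copy number was measured here.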

How the results depend on the processing

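Alternatives on peaks longer than the smallest interval (apart from peak length), on all transcript starts, within 100 bp, and all alternatives of the p300 TSS distance, E-box and motif shares were chosen after seeing the data. The others were planned. For 41 results 160 alternatives were computed, 82 of them planned. Of those for the main comparisons 43 left the value within its counting error (for counts, within 1.5 times), 46 moved it and 1 reversed it. Of those for single classes and motifs 21 stayed, 48 moved and 1 reversed. The cause was not tested unless stated.

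With a reciprocal overlap of 50% the bexarotene-only share was 60.0% for myogenin and 45.4% for p300 (4159 peaks unique to bexarotene). With centers within 100 bp these were 59.1% and 33.6% (3073 peaks), and with intervals within 500 bp 52.5% and 17.8%. Among peaks longer than the smallest interval they were 50.3% and 12.0%, with 1026 myogenin peaks unique to control, 1647 shared and 1669 unique to bexarotene, and 4091 shared and 557 bexarotene-only p300 peaks. Keeping chromosomes 1 to 19 and X left these overlap results within the same limits.

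The difference in median myogenin peak length, bexarotene-only minus control-only, was -4.0 bp. It was -7.0 bp among longer peaks and 0.0 bp after subtracting the smallest interval. The tag density ratio of 1.12 in the paper's source data was 1.11 in the smallest intervals and 0.978 in whole tags per bp (95% bootstrap interval 0.967 to 1.004, which includes 1). Whole tags are the normalized tags divided by 1 constant per library, 0.294 and 0.338, so this change is arithmetic and shows no direction.

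The p300 peaks unique to control overlapped control myogenin peaks in 6.25% (distal 5.78%) with centers within 500 bp, 2.75% (2.81%) with a reciprocal overlap of 50%, 6.14% (6.43%) with the bexarotene myogenin list, 2.96% (3.13%) with shared myogenin peaks and 2.88% (2.99%) among longer peaks. For p300 peaks unique to bexarotene the corresponding values were 16.7% (20.4%), 8.19% (10.8%), 12.1% (14.7%) and 9.27% (12.4%), and among longer peaks 14.1% (19.3%). In each of these settings the bexarotene-only value was the higher. At promoters the order depended on the setting. The control-only and bexarotene-only values were 5.04% and 3.98%, with centers within 500 bp 9.54% and 7.96%, with a reciprocal overlap of 50% 2.39% and 1.99%, with the other condition's myogenin list 4.07% and 5.79%, with shared myogenin peaks 1.74% and 1.99%, and among longer peaks 1.74% and 4.03%, in each pair with overlapping Wilson intervals.

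The share of myogenin peaks near a TSS, bexarotene-only minus control-only, was -27.0 percentage points within 2 kb, -17.1 within 500 bp and -33.2 among longer peaks. For p300 the difference among longer peaks was 25.6. The E-box difference of myogenin was 34.6 among longer peaks. The difference in peaks with 2 or more E-boxes was 11.9 over the whole interval, 15.8 with CANNTG and 11.6 within 100 bp. The distal p300 E-box difference was 8.34 over the whole interval and 6.50 with CANNTG. The Atf motif difference at distal p300 peaks was 0.553 (95% interval -0.889 to 2.22) and over the whole interval -1.55 (-2.89 to 0.02). Both intervals include 0, so neither value shows a direction. The other differences between the unique classes named here kept their sign in every alternative run, apart from the tag density in whole tags, the median length difference of 0.0 bp and the p300 overlap with myogenin at promoters.

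Not run, because the lists hold positions only, were the filters on fold over input, the top peaks by score, the same minimum tag count in the overlap results, and all alternatives of the p300 tag density, the signal at shared peaks and the fold over input. No paired analysis was possible because the results come from no test and each condition has 1 library. The single library limits every comparison between conditions, and the intervals given do not cover variation between cultures.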

Differences from the paper's values

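Values the paper states or shows that differ here by more than 1.5 times either way are given with the alternatives set in advance. Counts of unique and shared peaks equaled the paper's. Some values inside this limit still differed, with Wilson intervals that exclude the paper's value. Among these, an E-box was found in 52.0% of bexarotene-only and 27.8% of control-only myogenin peaks, against 63% and 21%. Bexarotene-only p300 peaks lay at promoters in 29.8%, and distal ones held an E-box in 29.6% and overlapped myogenin in 18.1%. The paper gives nearly 40%, nearly 40% and 23%.

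Of the myogenin peaks unique to bexarotene with an E-box, 27.2% held 2 or more within 50 bp of the center, against the paper's 47%. Over the whole interval the value was 41.9% and with CANNTG 52.8%, both within 1.5 times the paper's. The same settings moved the control-only value away from the paper's 13%, from 19.1% to 30.0% and 37.0%, and the control-only E-box share away from the paper's 21%, from 27.8% to 42.2% and 49.2%, all past that limit. Within 100 bp of the center, a setting chosen after seeing the values, it was 40.7%, with 29.1% for control-only peaks.

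Of the p300 peaks unique to control 12.4% lay at promoters, within 1 kb of a TSS, against the paper's 20%, which rests on chromatin states. No alternative had been set for this value. Settings chosen after seeing the values gave 15.4% within 2 kb and 14.9% with all transcript starts, both within 1.5 times the paper's.

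In bexarotene-only promoter p300 peaks the Sp1 consensus was present in 56.1%, against about 18% in Fig. 4e, read by eye. The bZIP consensus was present in 7.59% of control-only promoter peaks, against about 16% in Fig. 4e, read by eye, and in 4.70% of bexarotene-only promoter peaks, against about 10% in Fig. 4e, read by eye. The Tead consensus was present in 16.3% of bexarotene-only distal peaks, against about 3% in Fig. 4h, read by eye. No alternative had been set for these values.

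The paper describes the Sp1 motif as enriched in promoter p300 peaks unique to control. Here it was present in 46.7% of these and in 56.1% of those unique to bexarotene, and the bexarotene-only share was also higher within 50 bp (by 9.16 percentage points) and over the whole interval (by 5.15), both settings chosen after seeing the values. Relative to shuffled sequences of the same peaks the consensus was 1.35 times as frequent in control-only and 1.37 times in bexarotene-only promoter peaks, with shuffled shares of 34.6% and 40.8%.

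The paper gives a larger E-box enrichment at bexarotene-only over control-only peaks than the ratio of central densities here, which was 2.04. It describes a lower consensus at the central G of the E-box in bexarotene-only peaks. CAGCTG made up 73.1% of their CASCTG sites and 62.4% of those in control-only peaks. These shares include background sites, which weigh more in control-only peaks, so they neither bear out nor oppose that description.

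The paper describes p300 at the myomixer promoter in both conditions from read signal, and reports enrichment there by ChIP-qPCR. No called p300 interval overlapped it, and the nearest lay 4.0 kb away in control and 4.1 kb away in bexarotene. From the same kinds of data the paper describes p300 at putative enhancers of Mybph after bexarotene. The nearest called p300 interval to the ChIP-qPCR amplicon lay 49.0 kb away, in the bexarotene list only. A locus without a called peak can still hold signal, so these lists do not contradict the read tracks or the ChIP-qPCR.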

Other observations

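In this part the tests of chromosomes, direct repeats and p300 peak length were written before their results were seen, and those of the tag density after.

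A chromosome-wide difference between the cultures, such as a change in copy number, was tested as a source of the myogenin peaks unique to bexarotene. The chromosome farthest from the genome-wide share was chromosome 9, by 5.85 percentage points, below the limit of 15 points set for this test. No chromosome-wide difference past that limit was found. The limit is coarse, since p300 on chromosome 8, with its flagged region, was 11.3 points from the genome-wide p300 share. A smaller difference, or one within a chromosome, is not excluded.

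Recruitment of p300 to RXR direct-repeat elements was tested as a hypothesis for the p300 peaks unique to bexarotene. Direct repeats of RGKTCA with spacers of 0 to 5 bp occurred in 0.269% (5 of 1856) of these peaks and in 0.357% (53 of 14849) of those unique to control, a ratio of 0.754. The intervals overlap, and no enrichment was found. With 5 peaks the test has little precision.

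The bexarotene p300 list is shorter than the control list. One explanation is a lower yield or depth of the bexarotene p300 library, which would lose the weaker peaks. Control-only p300 peaks had a median length of 200.0 bp and shared peaks of the control list 338.5 bp, which is what such a loss would show, but a loss of binding at weaker sites would show the same. The shared peaks had a median length of 203.0 bp in the bexarotene list, so they too were called shorter there. The explanations cannot be told apart from positions alone.

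The tag density of the paper's source data was higher in bexarotene-only than in control-only myogenin peaks by a ratio of 1.12. With the same minimum density in both classes the ratio stayed at 1.12, but this filter removed only 6 of 3994 peaks and cannot rule out a higher calling threshold in bexarotene. In whole tags per bp the ratio was 0.978. Since whole tags differ from normalized tags by 1 constant per library, this cannot tell a difference of depth from one of binding.

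Of myogenin peaks unique to bexarotene, 28.6% (95% Wilson interval 27.2 to 30.1) overlapped a control p300 peak and 17.3% (16.1 to 18.5) a bexarotene p300 peak. Of those unique to control, 20.6% (19.2 to 22.1) overlapped a control p300 peak and 11.7% (10.6 to 12.9) a bexarotene p300 peak. At distal positions the overlap with control p300 peaks was 31.5% (29.9 to 33.2) for bexarotene-only and 29.3% (27.2 to 31.4) for control-only myogenin peaks. These distal intervals overlap. At promoters the corresponding values were 12.8% (10.3 to 15.8) and 7.49% (6.12 to 9.15). Shared myogenin peaks of the bexarotene list overlapped control p300 peaks in 45.2% (43.5 to 47.0) and bexarotene p300 peaks in 35.7% (34.0 to 37.4). The control p300 list holds more peaks, so shares against the p300 lists are not on an equal footing.

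Of the distal p300 peaks unique to bexarotene, 12.4% overlapped a myogenin peak shared by both conditions and 5.76% a myogenin peak unique to bexarotene.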
